# Genome-wide mapping and profiling of γH2AX binding hotspots in response to different replication stress inducers

**DOI:** 10.1186/s12864-019-5934-4

**Published:** 2019-07-12

**Authors:** Xinxing Lyu, Megan Chastain, Weihang Chai

**Keywords:** γH2AX, Replication stress, Genome stability, Fragile sites

## Abstract

**Background:**

Replication stress (RS) gives rise to DNA damage that threatens genome stability. RS can originate from different sources that stall replication by diverse mechanisms. However, the mechanism underlying how different types of RS contribute to genome instability is unclear, in part due to the poor understanding of the distribution and characteristics of damage sites induced by different RS mechanisms.

**Results:**

We use ChIP-seq to map γH2AX binding sites genome-wide caused by aphidicolin (APH), hydroxyurea (HU), and methyl methanesulfonate (MMS) treatments in human lymphocyte cells. Mapping of γH2AX ChIP-seq reveals that APH, HU, and MMS treatments induce non-random γH2AX chromatin binding at discrete regions, suggesting that there are γH2AX binding hotspots in the genome. Characterization of the distribution and sequence/epigenetic features of γH2AX binding sites reveals that the three treatments induce γH2AX binding at largely non-overlapping regions, suggesting that RS may cause damage at specific genomic loci in a manner dependent on the fork stalling mechanism. Nonetheless, γH2AX binding sites induced by the three treatments share common features including compact chromatin, coinciding with larger-than-average genes, and depletion of CpG islands and transcription start sites. Moreover, we observe significant enrichment of SINEs in γH2AX sites in all treatments, indicating that SINEs may be a common barrier for replication polymerases.

**Conclusions:**

Our results identify the location and common features of genome instability hotspots induced by different types of RS, and help in deciphering the mechanisms underlying RS-induced genetic diseases and carcinogenesis.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5934-4) contains supplementary material, which is available to authorized users.

## Background

Faithful and complete DNA replication is vital for cell survival and genetic transmission. Replication fork progression is constantly challenged and may be stalled by environmental insults and endogenous stress arising from normal cellular metabolism, leading to replication stress (RS) [1–3]. These challenges can arise from various genotoxic mechanisms, such as depletion of nucleotide pools, deficiency of replication complex, conflicts between replication and transcription, R-loop formation, DNA damage, and others (reviewed in [3]). Replisomes need to overcome these obstacles in order to complete DNA replication in a timely and accurate manner.

Fork stalling elicits the activation of the ATM- and Rad3-related (ATR) kinase, a member of the phosphoinositide 3-kinase (PI3K)-like protein kinase [4]. ATR activation arrests cell cycle, promotes fork stability to prevent fork collapse, and regulates DNA repair pathways to rescue stalled forks. One of the critical downstream target of ATR is histone H2AX [5]. Phosphorylation of H2AX at the serine residue 139 (γH2AX) by ATR is an early event in response to fork stalling [6]. Once phosphorylated, γH2AX marks stalled forks prior to DSB formation [6], presumably setting up a favorable chromatic environment that facilitates the recruitment of fork repair proteins to stalled sites. γH2AX also accumulates at break sites after fork collapse [6–8], consistent with its function in double-strand break (DSB) repair. The importance of γH2AX in fork rescue is supported by the yeast study demonstrating that a mutant of the *HTA* gene that abrogates γH2A (γH2AX ortholog in yeast) confers hypersensitivity to camptothecin, a potent inhibitor of the topoisomerase I that causes the collisions between topoisomerase-DNA complex and replication forks and therefore stalls replication [9]. The same mutant only shows mild sensitivivity to ionizing radiation, suggesting that γH2AX is particularly important in rescuing stalled replication.

Fragile sites (FSs) refer to chromosomal loci that are prone to breakage upon RS. They are hotspots for genome instabilities including sister chromatid exchanges, deletions, translocations, and intra-chromosomal gene amplifications [10–15], and their instability is frequently involved in early stages of tumorigenesis [16, 17]. Due to the importance of FSs in genome stability and carcinogenesis, several methods have been developed to analyze the genome-wide distribution and characteristics of FSs. While early studies used conventional cytogenetic method (G-banding) to map FSs to regions that span megabases in human chromosomes [14, 17, 18], employment of recent sequencing technologies has allowed for fine mapping of FSs sensitive to aphidicolin (APH), hydroxyurea (HU), or ATR inhibition in various human cell lines and murine B lymphocytes [7, 19–21]. An approach using direct in situ break labeling, enrichment on streptavidin and next-generation sequencing (BLESS) has identified > 2000 APH-sensitive regions (ASRs) in HeLa cells and revealed that ASRs contain significant enrichment in satellites of alpha-type repeats in pericentromeric and centromeric regions, as well as in the large transcribed gene regions [19]. Another distinct group of FSs known as early replication fragile sites (ERFSs) have been identified in murine B lymphocytes using RPA and γH2AX ChIP-seq. ERFSs are induced predominantly in early replicating and actively transcribed gene clusters. ERFSs contain high densities of replication origins, have high GC content and open chromatin configuration, and are also gene rich [7, 22]. Nucleotide-resolution analysis of chromosome damage sites has been established with end-seq and found that long (> 20 bp) poly (dA:dT) tracts are prone to HU-induced fork collapse in mouse splenic B cells [21]. Finally, RPA ChIP-seq has identified over 500 high-resolution ATR-dependent fork collapse sites in mouse embryonic fibroblast cells, which are enriched in microsatellite repeats, hairpin-forming inverted retrotransposable elements and quasi-palindromic AT-rich minisatellite repeats, suggesting that structure-forming repeats are also DNA sequence prone to produce fork collapse [20]. However, it is worth noting that FS breakage displays cell and tissue type-specificity [23, 24], and thus it is difficult to directly compare FS location and features measured in data derived from various cell types from different organisms.

In this study, we hypothesized that different fork stalling mechanisms may stall forks at different loci and induce or exacerbate fragilities at different sequences in the genome. This, in turn, would affect the regulation and expression of different sets of genes residing within/near the fragile loci in a manner dependent on the fork stalling mechanism. For instance, fork stalling can be induced by collision between replication and transcription in large genes, R-loop formation or other replication stressors. Due to the cell type and tissue specificity of FS breakage [23, 24], this hypothesis needs to be tested in a cell type-specific manner. Here, we used ChIP-seq to map and characterize γH2AX binding sites induced by three distinct fork stalling mechanisms in one human lymphocyte cell line. The lymphocyte cell line was chosen because historically FSs have been primarily studied in cultured lymphocytes and lymphoblastoid cells. Although γH2AX spreads to large regions and its binding sites may not reflect the exact location of broken sites, mapping and characterizing γH2AX binding may still reveal important information on fragile genomic loci. Three commonly used fork stalling agents were used, namely APH, HU, and methyl methanesulfonate (MMS). APH is a DNA polymerase α inhibitor, HU is the ribonucleotide reductase inhitor that depletes nucleotide pool, and MMS is thought to stall fork progression by binding to and methylating DNA. Our γH2AX ChIP-seq mapping reveals that APH, HU, and MMS treatments induce non-random γH2AX chromatin binding at discrete regions, suggesting that there are γH2AX binding hotspots in the genome. The three treatments induce γH2AX binding at largely non-overlapping regions, supporting that different fork stalling mechanisms likely cause fork stalling at different genomic loci. We also find that γH2AX binding hotspots are depleted from CpG islands (CGIs) and transcription start sites (TSSs), but are enriched at compact chromatin regions. In addition, significant enrichment of SINEs is found in γH2AX sites in all treatments, indicating that SINEs may be a common barrier for replication polymerases. Our results provide novel insights into γH2AX binding specificity in the human genome in response to different DNA replication stressors, which will help in deciphering the mechanisms underlying carcinogenesis and RS-induced genetic diseases.

## Results

### Mapping of γH2AX binding sites induced by APH, HU, MMS with ChIP-seq

Prior to ChIP-seq, we tested the specificity of γH2AX antibody to ensure high specificity of ChIP (Additional file 1: Figure S1). Exponentially growing cells were treated with APH (0.3 μM), HU (2 mM), and MMS (200 μM) for 24 h to induce RS using conditions widely reported in literatures [25–30]. Following treatment, cells were crosslinked, lysed, and DNA was sonicated to 100–500 bp. Immunoprecipitation was then performed to pull down γH2AX-bound DNA, and ChIP DNA was used for library construction and Illumina sequencing (Fig. 1a). To ensure reproducibility, two independent biological replicates were carried out, and peak calling and alignment were performed for each replicate. 

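γH2AX ChIP-seq was analysed from 8 libraries of GM07027, an established human B-lymphocyte line, with 2 replicates each of untreated cells and of cells treated for 24 h with 0.3 μM APH, 2 mM HU or 200 μM MMS. The sample labels give the APH dose in another unit, as 0.1 μg/mL, which is about the same concentration, and another name for the cell line, and the paper's dose and name are used here. In ChIP-seq, DNA bound to the phosphorylated histone is precipitated with an antibody and sequenced, and a peak is a region with more reads than the background. The authors aligned the reads to GRCh38 with Bowtie2, removed reads of low mapping quality and PCR duplicates, and called peaks with MACS2 on each replicate alone, with shift sizes of 214 to 257 bp that depended on the library. The deposited lists give the position of each peak with the fold enrichment, p-value and q-value that MACS2 assigned to it. A peak list holds no read numbers, so the sequencing depth behind each list is unknown, and the input library was not analysed here. Replicate 1 and replicate 2 held 4797 and 4343 peaks in untreated cells, 17680 and 14016 under APH, 79950 and 69977 under HU, and 12216 and 10488 under MMS. Peaks on chromosomes 1 to 22 and X were used, which left out between 2 and 22 peaks per list on other sequences. Each list was compared with 1000 random placements of its own peaks on the assembled bases of these chromosomes. These placements also reached the blacklisted regions that the authors removed and sequence where reads of low mapping quality were removed. Peaks may be missing there for this reason alone, and its effect on the comparisons was not tested. The relative enrichment at a feature is the observed number of peaks that overlap it divided by the mean over the placements, minus 1, so that 0 is the random expectation. The smallest two-sided p that these placements can give is 0.001. As alternatives, the whole list was shifted around the genome with its spacing kept (circular shift), peaks were placed within their own chromosome, or peaks were placed at positions with the GC content of the 500 bp around each peak.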

Since it is known that γH2AX binding to DNA spreads into large regions, broad peaks were called using MACS2 broad peak calling program [31]. 

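The lowest −log10 p in the 8 lists lay between 3.00 and 3.01, so every list stopped at the same threshold. The median peak width was 535 and 550 bp in the untreated replicates, 562 and 555 bp under APH, 763 and 743 bp under HU, and 519 and 531 bp under MMS. Peaks covered 4.00 and 3.38 Mb in untreated cells, 12.4 and 9.65 Mb under APH, 89.7 and 73.8 Mb under HU, and 7.04 and 6.07 Mb under MMS. The strongest peaks found in both replicates, ranked by the mean of the authors' fold enrichment, were the following, with positions from replicate 1. In untreated cells, the highest peak spanned 46668487 to 46673327 on chromosome 21 in an exon of the lncRNA gene ENSG00000289511, with fold enrichments of 4.44 and 3.60. The next spanned 145066985 to 145069395 on chromosome 8, 300 bp from C8orf33 and in no annotated gene, with 3.94 and 3.42. Under APH, a peak at 8231623 to 8232466 on chromosome 17 in an exon of CTC1 that includes UTR sequence had fold enrichments of 4.37 and 3.39, and the site in ENSG00000289511 followed with 3.92 and 3.64. Under HU, the highest peaks lay outside annotated genes. The first spanned 67941284 to 67942186 on chromosome 15, 106702 bp from SKOR1, with 3.99 and 3.57. The next spanned 36647349 to 36647651 on chromosome 20, 1153 bp from SLA2, with 4.64 and 2.84. The replicate 2 peak at this site spanned 36647631 to 36648605, so the 2 peaks met only at their edges. Its fold enrichment of 2.84 lay near the median of that list, 2.77. Under MMS, a peak at 8234453 to 8236499 on chromosome 17, also in an exon of CTC1 with UTR sequence, had 4.43 and 3.52. Second under MMS came an intergenic peak at 143246933 to 143247287 on chromosome 1, with 3.92 and 2.84.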

Signals from ChIP samples were normalized to pre-ChIP input signals, and ChIP-seq peaks with *p* values of < 10^− 3^ were selected for further analysis. Spearman correlation coefficient between untreated and treated samples were conducted. The coefficient between replicates in each treatment was ≥0.9 (Fig. 1b and Additional file 1: Figure S2), suggesting the high reproducibility of γH2AX binding and a high confidence of ChIP-seq data. 

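At the level of single peaks, 17.7% of the peaks of an untreated replicate overlapped a peak of the other untreated replicate by at least 1 bp (16.0% and 19.4% in the 2 directions). This share was 11.9% under APH (10.4% and 13.3%), 47.1% under HU (43.3% and 50.9%) and 6.47% under MMS (5.98% and 6.97%). Random placement gave 0.245%, 0.733%, 5.29% and 0.436% in the same order, and each observed share had p = 0.001 in this permutation test, the smallest that 1000 placements can give. Peaks shared by both replicates were concentrated among the strong ones. Of the strongest 10% of the first untreated list by −log10 p, 49.3% of the peaks were found in the second, against 4.40% of the weakest 10%. The corresponding shares in replicate 1 were 25.0% and 6.01% under APH, 61.6% and 19.9% under HU, and 8.77% and 4.51% under MMS. Across overlapping peak pairs, Spearman's rho of the fold enrichment was 0.436 in untreated cells (764 pairs), 0.255 under APH (1838), 0.348 under HU (34580) and 0.231 under MMS (730). These are correlations across peaks, which are not independent replicates. Under HU the alternative that moved the share most was a comparison of equal numbers of the strongest peaks, as many in each list as the smallest list holds, under which the HU replicates shared 8.50%. In the other conditions the largest moves were to 38.1% in untreated cells and 30.0% under MMS with a q-value of at most 0.05, a filter added after the data were seen, and to 17.1% under APH with peaks within 1 kb counted as shared.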

Snapshots of ChIP-seq peaks in each treatment are shown in Fig. 1c and Additional file 1: Figure S3. 

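On chromosome 22 from 24953685 to 26058175, the window of Fig. 1c, the lists held 2 and 2 peaks in the untreated replicates, 18 and 12 under APH, 60 and 41 under HU, and 5 and 5 under MMS. Peaks spread evenly over the assembled genome would give 1.77 peaks in untreated replicate 1, and 6.55, 29.7 and 4.53 peaks in replicate 1 of APH, HU and MMS. Of the windows of Figure S3, the one on chromosome 11 from 67275266 to 68342171 was densest under HU, with 144 and 149 peaks, against 6 and 4 in untreated cells, 15 and 7 under APH and 11 and 8 under MMS. On chromosome 9 from 19002090 to 20078360 there were 5 and 4 peaks in untreated cells, 14 and 9 under APH, 57 and 47 under HU, and 8 and 6 under MMS.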

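The distribution over the whole genome was measured as the variance-to-mean ratio of the number of peaks per 1 Mb bin, relative to random placement. The relative excess was 16.0 ± 0.971 in untreated cells (SD, n = 2), 12.1 ± 2.58 under APH, 62.5 ± 1.52 under HU and 6.52 ± 0.800 under MMS, where 0 is the random expectation. All 8 lists lay outside their 1000 placements (permutation, p = 0.001, the smallest possible). Placement within each chromosome moved it most under HU, to 7.04, and 100 kb bins moved it most in the other conditions, to 3.33 in untreated cells, 2.26 under APH and 1.13 under MMS. None of the alternatives brought it to 0, and none left out sequence where reads map poorly. Over both replicates together, the densest 1 Mb bin lay on chromosome 9 from 1000001 to 2000000 in untreated cells, with 150 and 124 peaks. Under APH and MMS it was the first bin of the same chromosome, from 1 to 1000000, with 152 and 160 peaks under APH and 134 and 148 under MMS. Under HU it lay on chromosome 15 from 40000001 to 41000000, with 217 and 197 peaks. In replicate 2 alone, other bins held more in untreated cells and under HU. The first bin of chromosome 9 held 143 untreated peaks, and chromosome 17 from 42000001 to 43000000 held 204 HU peaks.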

We observed that ChIP-seq peaks in both untreated and treated samples showed a nonrandom distribution pattern (Fig. 1c and Additional file 1: Figure S3), suggesting that these γH2AX binding sites may represent genome instability hotspots sensitive to RS.

**Fig. 1:**
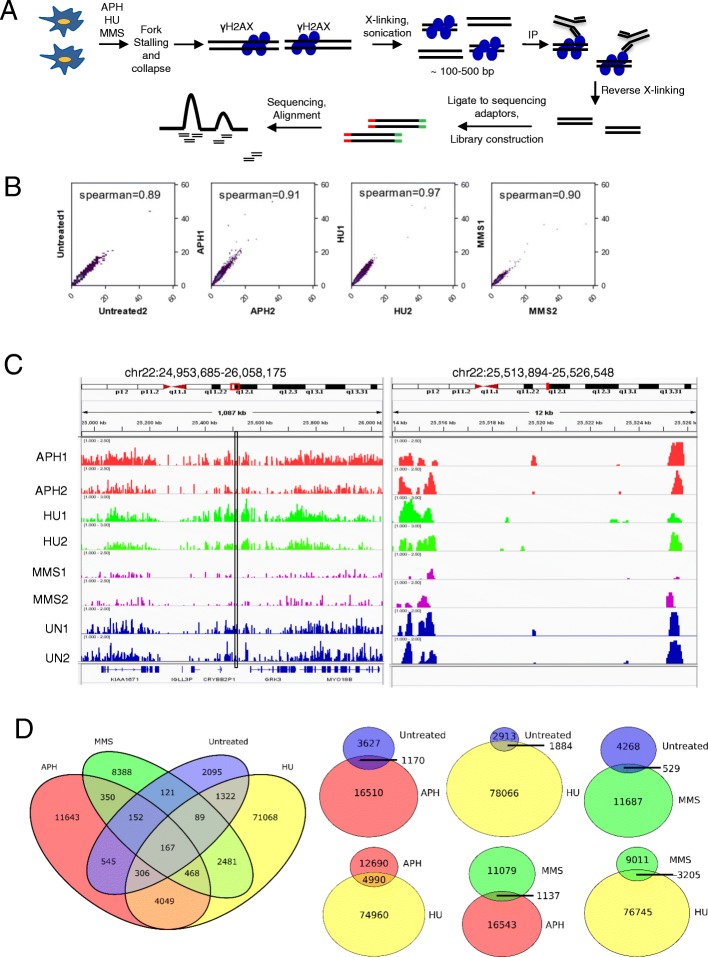
Identification of damage sites caused by fork stalling reagents using γH2AX ChIP-seq. **a** Diagram illustrating ChIP-seq experimental design. Cells were grown in suspension and treated with indicated fork stalling agents (0.3 μM APH, 2 mM HU, or 200 μM MMS) for 24 h, followed by crosslinking and γH2AX ChIP. ChIP DNA was used for Illumina sequencing. **b** ChIP-seq replicates were internally Spearman Rank Correlation between ChIP-seq replicates. Bin size 1000 bp. **c** Genome browser tracks of ChIP-seq peaks under untreated and treated conditions. Approximately 1 Mb region is shown on chromosome 22 (left) and then a 12 kb region marked with the black box is amplified (right). ChIP-seq peaks are presented after normalizing to input. Numbers in parentheses indicate fold changes in γH2AX binding relative to input. Red boxes marked on the chromosome diagrams indicate approximate genomic positions of displayed histograms. **d** Venn Diagrams depicting overlaps of ChIP-seq peaks between untreated and treated samples. Overlaps between two samples are also illustrated. While overlap does exist between samples, a large portion of all data sets are unique

### γH2AX binding sites induced by different stressors share little overlap

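Untreated GM07027 cells gave 4570 ± 321 γH2AX peaks (SD, n = 2). Few of these peaks passed a correction for the number of positions tested: 45 and 27 peaks, or 0.938% and 0.622% of the lists, had a q-value of at most 0.05 as assigned by MACS2. The median q-value was 0.702 and 0.826. The median fold enrichment over background was 2.64 and 2.61, with maxima of 4.82 and 3.91.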

About 4700 γH2AX binding sites were identified in the untreated sample, indicating a high level of spontaneous DNA damage in this cell line. Compared to other cell lines, GM07027 displayed a high level of endogenous γH2AX expression (Additional file 1: Figure S4A). We identified ~ 18,000, ~ 80,000, ~ 12,000 γH2AX binding sites in APH, HU, MMS treated samples, respectively (Fig. 1d). 

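Over both replicates, APH gave 15848 ± 2591 peaks, HU 74963.5 ± 7052 and MMS 11352 ± 1222 (SD, n = 2 each). Relative to untreated cells the numbers were 3.47, 16.4 and 2.48 times as high. Both replicates of each treatment held more peaks than both untreated replicates (exact permutation test, two-sided, p = 0.333, the smallest that 2 against 2 can give). All 6 treated lists were larger than the untreated lists, and the two-sided exact permutation test of the mean gave p = 0.107, with 0.0357 as the smallest possible value. The number depended most on the q-value. Peaks with a q-value of at most 0.05, a filter chosen after the data were seen, numbered 36 in untreated cells, 144.5 under APH, 52447 under HU and 24 under MMS on average. The p-value that belongs to this q-value differs between lists, so these numbers do not compare conditions at equal peak strength. Peaks of replicate 1 that were found in replicate 2 were 2.41 times as many under APH as in untreated cells and 45.3 times as many under HU, while under MMS the ratio was 0.955.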

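Between APH and MMS, 5.73% of APH peaks overlapped an MMS peak by at least 1 bp (range 5.14% to 6.39% over the 4 replicate pairs), and 8.97% of MMS peaks overlapped an APH peak (7.80% to 10.3%). Random placement gave 0.481% and 0.674%, and every pair had p = 0.001 (permutation, the smallest possible). Among the alternatives set beforehand, the use of peaks found in both replicates moved the share of MMS peaks most, to 28.8%, and merged lists moved that of APH peaks most, to 8.75%.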

We observed little overlap between APH (6.4%) and MMS (9.3%) data sets. 

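Of the HU peaks, 5.53% overlapped an APH peak (range 4.57% to 6.58% over 4 replicate pairs), 3.78% an MMS peak (3.40% to 4.22%) and 2.24% an untreated peak (1.89% to 2.60%). In the other direction, 26.1% of APH peaks (23.5% to 28.6%), 25.1% of MMS peaks (23.4% to 26.5%) and 36.0% of untreated peaks (33.1% to 39.4%) overlapped an HU peak. Equal numbers were also compared, with as many of the strongest peaks from each list as the smallest list holds. Then 2.85% of APH, 2.44% of MMS and 3.65% of untreated peaks overlapped HU. Of the HU peaks, 2.79% overlapped APH, 2.42% MMS and 3.56% untreated peaks. For peaks found in both replicates, these shares of HU peaks were 1.32%, 0.616% and 0.604%. The shares of APH, MMS and untreated peaks in HU were then 23.4%, 29.6% and 24.3%.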

HU treated sample contained regions shared with all other stressors, but this overlap only accounted for a small portion of the HU data set due to the number of peaks (6.2% of overlap with APH treatment and 4% of overlap with MMS treatment) (Fig. 1d).

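The mean number of HU peaks was 4.73 times that of APH peaks and 6.60 times that of MMS peaks. Over the 4 pairings of replicates the ratio ranged from 3.96 to 5.70 for APH and from 5.73 to 7.62 for MMS. At a fold enrichment of at least 3 the ratios to APH and MMS were 14.2 and 17.7, and between merged lists 3.75 and 5.07. Among peaks of replicate 1 found in replicate 2 they were 18.8 and 47.4. With a q-value of at most 0.05, chosen after the data were seen, they were 363 and 2185. The same q-value stands for different p-values in different lists, so this filter does not compare peaks of equal strength. In replicate 2 of HU, a peak to which MACS2 gave a −log10 p of 3.81 passed with a q-value of 0.0448. In replicate 2 of MMS, a peak with 5.91 did not pass, with a q-value of 0.0516.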

Because HU induced four to seven times as many significant peaks as other treatments, we then checked whether such high peak number was due to the high level of damage induced by HU. All treatments induced CHK1 phosphorylation at S317, indicating ATR was activated in response to fork stalling (Additional file 1: Figure S4C). Interestingly, MMS induced strong γH2AX and CHK1 phosphorylation comparable to HU treatment (Additional file 1: Figure S4C) but showed the fewest γH2AX peaks among all three treatments. In contrast, APH induced the lowest level of γH2AX and CHK1 phosphorylation but had more γH2AX binding sites than MMS (Additional file 1: Figure S4C). These results suggest that the heterogeneity of ChIP-seq peaks produced from the three drug treatments was unlikely caused by dose effect of the stressors.

Since the drug treatments could induce cell death, and dead cells in suspension culture were difficult to remove prior to crosslinking, it was possible that damaged DNA in apoptotic cells might have given rise to γH2AX ChIP-seq peaks measured here. However, two lines of evidence strongly argue against the significant contribution of DNA damage from apoptotic cells to γH2AX ChIP-seq peaks measured here. First, if the γH2AX ChIP signals from the drug treatments were mainly from apoptotic cells, a random distribution of ChIP-seq peaks in the genome would be expected, because there are no preferred breakage sites when genomic DNA is degraded upon apoptosis. Moreover, a great overlap in ChIP-seq peaks would be expected in all three treatments. However, none of the treatments showed random γH2AX binding, and there is little overlap of γH2AX ChIP-seq peaks among three treatments (Fig. 1c, d). In addition, after performing annexin V staining to detect apoptotic cells, we found that although HU increased cell apoptosis, MMS induced comparable level of apoptosis (Additional file 1: Figure S4E). If γH2AX ChIP signals were mainly from dead cells, it would be predicted that similar numbers of γH2AX peaks in HU and MMS samples would be obtained. In striking contrast to this prediction, MMS treatment produced < 1/7 γH2AX peaks of the HU treated sample. 

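The mean number of MMS peaks was 15.1% of that of HU peaks, with a range of 13.1% to 17.5% over the 4 pairings of replicates. It was 5.66% among peaks with a fold enrichment of at least 3 and 2.11% among peaks of replicate 1 found in replicate 2. Between merged lists it was 19.7%, and with a q-value of at most 0.05, chosen after the data were seen, 0.0458%. The stronger 50% of peaks leave it at 15.1% by construction. Because the p-value behind a q-value of 0.05 differs between lists, the share under that filter does not compare peaks of equal strength.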

Taken together, it is unlikely that γH2AX ChIP signals detected here were mainly from apoptotic cells.

To further understand the nature of the large discrepancy in ChIP-seq peak numbers among the three RS inducers, we then performed cell cycle analysis and BrdU incorporation assay to detect the impact of drug treatments on replication. Treated and untreated cells were pulse labeled with BrdU for 30 min prior to collection, followed by flow cytometry analysis as described in Materials and Methods. In MMS treated cells, both the number of replicating cells and BrdU intensity were similar to the untreated sample (Additional file 1: Figure S4F), suggesting a lower level of replication stress, which corresponded to the low number of observed γH2AX ChIP-seq peaks. In contrast, HU treatment dramatically hindered BrdU incorporation (Additional file 1: Figure S4F). This was expected because at the end of the 24 h HU treatment, the dNTP pool was expected to be largely depleted by HU and therefore BrdU incorporation into DNA should be minimal due to the lack of DNA synthesis substrates. This result suggests that HU treatment perhaps stalled the majority of replication forks, and thus explaining the highest γH2AX ChIP peaks in the HU sample. While APH enriched the number of replicating cells (BrdU+ cells), the majority of BrdU+ cells showed lower BrdU intensity than untreated cells, indicative of a slowdown in replication fork movement (Additional file 1: Figure S4F). This was consistent with the higher number of γH2AX peaks in APH treated sample than MMS, despite the lower level of damage and CHK1 phosphorylation (Additional file 1: Figure S4C). It is also possible that APH only stalled a subset of forks under the condition used in this study (0.3 μM). Increasing APH concentration severely interfered with the cell cycle progression and arrested the cell cycle at the late G1/early S boundary (Additional file 1: Figure S5), and therefore were not used to study RS. Together, our results suggest that the number of γH2AX ChIP-seq peaks is largely consistent with the level of RS caused by these stressors. Furthermore, the little overlap of γH2AX binding sites between each treatment suggests that γH2AX binds at specific genomic regions in a manner likely dependent on the fork stalling mechanisms.

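The overlap between treatments was set beside the overlap between replicates of one condition. Each was divided by the overlap that random placement gave with the same number and width of peaks. Lists of unlike size are still not on the same scale, because a larger random overlap leaves less room for a high ratio. Random overlap was 0.245% between untreated replicates and 5.29% between HU replicates. Between replicates this ratio was 72.0 in untreated cells, 16.2 under APH, 8.89 under HU and 14.8 under MMS. The peaks of APH overlapped those of MMS 11.9 times as often as random placement (range 11.5 to 12.2 over 4 replicate pairs), those of HU 6.00 times (5.53 to 6.54) and those of untreated cells 27.1 times (25.8 to 28.8). MMS peaks overlapped APH 13.3 times as often (12.8 to 13.7), HU 6.13 times (5.87 to 6.49) and untreated cells 23.3 times (23.0 to 23.6). HU peaks overlapped untreated peaks 7.72 times as often (6.87 to 8.58). The ratio between APH and MMS was thus below that between the replicates of either treatment. The ratios of both treatments to untreated cells lay above those between their own replicates. The untreated lists are shorter, and plain shares gave the other order. Of APH peaks, 6.21% overlapped untreated peaks and 11.9% the other APH replicate. Of MMS peaks, 4.89% overlapped untreated peaks and 6.47% the other MMS replicate. Between APH and MMS, shares among equal numbers of the strongest peaks gave another order for MMS than the ratios. There 6.39% of MMS peaks overlapped APH and 5.10% of APH peaks overlapped MMS. The replicates shared 4.83% under MMS and 12.3% under APH. Untreated peaks were overlapped by 13.2% of APH peaks and 6.96% of MMS peaks in these lists, more than the replicates of each treatment shared. From the small overlap between treatments, the paper proposes that the specific regions bound by γH2AX likely depend on how the fork is stalled.

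**Figure D1:**
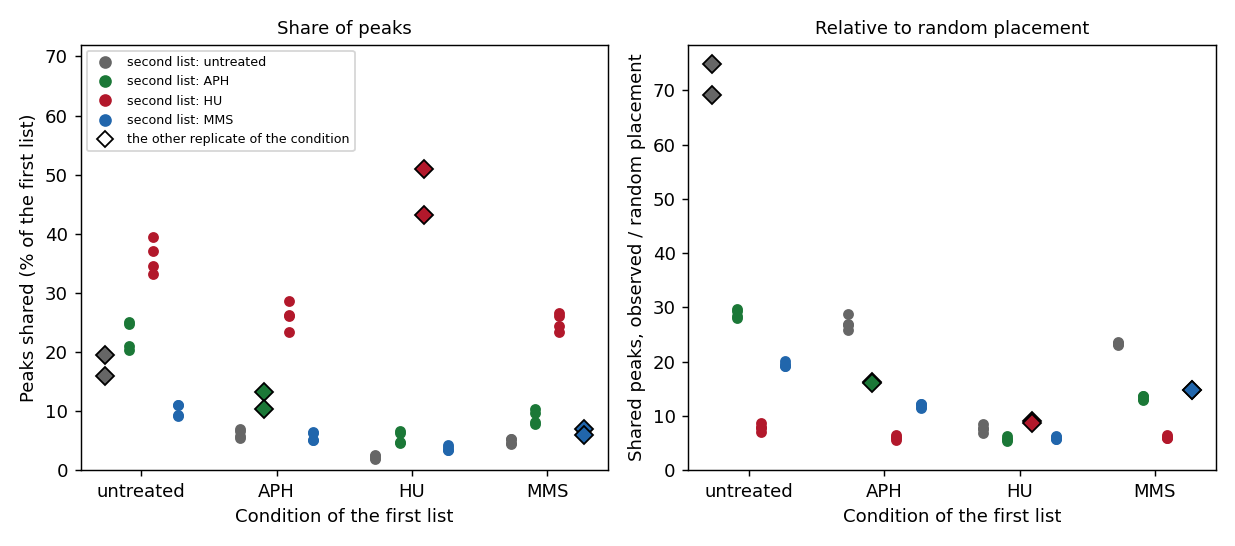
Overlap of γH2AX peaks between lists, as the percentage of the peaks of the first list (left) and relative to random placement (right). Each point is 1 pair of replicates, circles show pairs of different conditions, diamonds show the 2 replicates of one condition, and colours give the condition of the second list. The share of MMS peaks found in APH lies above the share found in the other MMS replicate on the left, and just below it on the right.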

### γH2AX binding is enriched in large genes and regions encoding long transcripts

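Gene lengths were taken from the RefSeq annotation of GRCh38, with protein-coding and non-coding genes apart. The median over all 19974 protein-coding genes was 24.2 kb. Protein-coding genes with at least 1 peak had median lengths of 62.0 ± 11.0 kb in untreated cells (SD, n = 2), 54.2 ± 6.24 kb under APH, 33.7 ± 0.435 kb under HU and 60.2 ± 7.62 kb under MMS. Non-coding genes had a median of 6.35 kb over all 22034 genes, and those with a peak 20.6 ± 1.93, 21.4 ± 2.60, 11.2 ± 0.140 and 25.1 ± 0.925 kb in the same order. A longer gene is hit more often by randomly placed peaks too. Protein-coding genes hit by random placement of the same peaks had median lengths of 134, 102, 58.8 and 112 kb, longer than the genes with observed peaks in each of the 8 lists (permutation, p = 0.001, the smallest possible). Relative to random placement the median was −0.538 in untreated cells, −0.471 under APH, −0.426 under HU and −0.463 under MMS, and the alternative that moved it most was GC-matched placement in untreated cells (−0.455) and under APH (−0.357), the length averaged over peaks under HU (−0.686) and circular shift under MMS (−0.379). The gene with the most peaks was DOCK8 in untreated cells (chromosome 9, 211257 to 465255), with 50 and 53 peaks in the replicates. Under MMS it was the neighbouring KANK1 (470295 to 746103), with 53 and 57 peaks. Under HU it was the lncRNA gene LOC643339 (chromosome 12, 93003758 to 93377736), with 89 and 86 peaks. WWOX (chromosome 16, 78099654 to 79212667) held the most under APH, with 160 peaks in replicate 1 and 53 in replicate 2, where its length would give 6.60 and 5.24.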

Our results showed that γH2AX binding was enriched at genes longer than the genomic median, regardless of the stressor (Fig. 2a and Additional file 1: Figure S6, Kruskal Wallis with post hoc paired Wilcoxan signed rank test, *p* < 2 × 10^− 16^). This result supports that large genes/transcripts have the potential to stall replication under RS induced by different treatments, presumably because replication machinery more likely collides with RNA polymerases transcribing long genes [10]. Interestingly, while HU induced γH2AX enrichment at genes longer than the genomic average, such enrichment was found at shorter genes when compared to APH or MMS treated samples (Fig. 2a, Additional file 1: Figure S6), indicating that HU treatment may sensitize shorter genes to breakage.

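Protein-coding genes with a peak numbered 10565 and 10114 under HU, against 4719 and 4279 under APH, 4829 and 4393 under MMS and 1601 and 1505 in untreated cells. The median lengths of 33.4 and 34.0 kb in the HU replicates were lower than those of the 6 other lists, the lowest of which was 49.8 kb in APH replicate 1. Random placement also gave a lower median under HU (58.8 kb) than in the other conditions (102 to 134 kb). Relative to it, the HU median was the least reduced (−0.426 against −0.463 to −0.538). With the length averaged over peaks, HU was the most reduced (−0.686 against −0.365 to −0.520), so the order depended on the measure. For HU against 1 other condition, with 2 replicates against 2, an exact test cannot go below p = 0.333. No test of the 2 HU lists against the 6 others was made.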

**Fig. 2:**
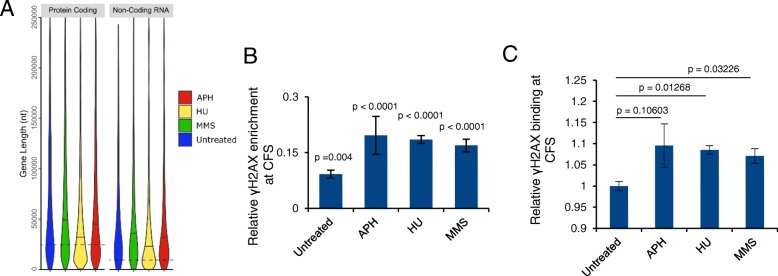
Enrichment of γH2AX in large genes and CFSs. **a** Violin plot showing γH2AX enrichment in both coding and non-coding long genes irrespective of DNA damage. Dotted lines indicate genomic median gene lengths. Solid lines indicate median gene lengths from each ChIP-seq sample. **b** γH2AX binding to CFSs is significantly higher than expected by random in both the absence and presence of exogenous DNA damaging agents. Expected γH2AX binding to CFSs by random is set to zero. Positive deviation from zero indicates enrichment. *p*-values are derived from permutation analysis. **c** HU and MMS treatment significantly increase γH2AX binding to CFSs compared to untreated cells. *p* values: Student’s t-test with Holm-Bonferroni correction for family-wise error

### γH2AX is enriched at CFSs under exogenous genotoxin treatment

Common fragile sites (CFSs) are specific chromosomal regions that are prone to break under APH-induced RS. They are present in all individuals, are characterized by gene poor, heterochromatic, late replicating, non-B-form DNA structures like hairpins [15, 32–35]. CFSs are not precisely mapped breaks, but rather are megabase regions defined by G-banding using APH treated lymphocyte metaphase spreads [14]. Using permutation analysis, we compared γH2AX enrichment at consensus CFS G-band positions (Additional file 2: Table S1). We found that CFSs accumulated γH2AX at a low level in the absence of RS and breakage was further enhanced with exogenous genotoxic stress (Fig. 2b and c). 

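The G-bands of Table S1 were merged where they touch into 89 regions, which hold 26.2% of the assembled bases. In the untreated replicates 27.5% and 27.0% of peaks overlapped these regions, against 30.7% and 28.8% under APH, 29.1% and 29.0% under HU, and 29.5% and 28.8% under MMS. The relative enrichment was 0.0673 ± 0.0135 in untreated cells (SD, n = 2; permutation, p = 0.002 and 0.025 in the replicates), 0.167 ± 0.0512 under APH, 0.138 ± 0.00216 under HU and 0.142 ± 0.0171 under MMS (p = 0.001 in each treated replicate, the smallest possible). Counting covered bases in place of peaks moved the untreated value most, to −0.169. Against positions of the same GC content it was −0.00533 in untreated cells, 0.0795 under APH, 0.0771 under HU and 0.0764 under MMS. When the whole list was shifted with its spacing kept, 7 of the 8 lists had p above 0.05 (0.036 to 0.787 over all 8). Peaks were spread unevenly over the bands. The highest ratios of observed to expected peaks in untreated cells were in the band 20p13, listed without a site name (5.38 ± 0.0154), and FRA8D at 8q24.3 (5.03 ± 0.129). Under APH the highest were FRA3B at 3p14.2 (chromosome 3, 58600001 to 63800000), with 230 and 90 peaks and a ratio of 5.57 ± 2.67, and FRA16D at 16q23 (chromosome 16, 74100001 to 84100000), with 308 and 143 peaks and 4.11 ± 1.52. In both bands the replicates differed by more than 2 times in peak number. FRA22B and FRA14C led under HU (4.87 ± 0.198 and 4.84 ± 0.0482), and FRA7D and FRA14C under MMS (3.69 ± 1.19 and 3.55 ± 0.157). The lowest was FRAXD at Xq27, with 0 peaks in every list where 13.2 to 243 were expected. The whole of chromosome X held 0 peaks in untreated cells and under APH, so any tested band there ties with it. More peaks than expected were found in 32 of 83 bands in untreated cells, 49 of 107 under APH, 48 of 109 under HU and 54 of 106 under MMS.

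**Figure D2:**
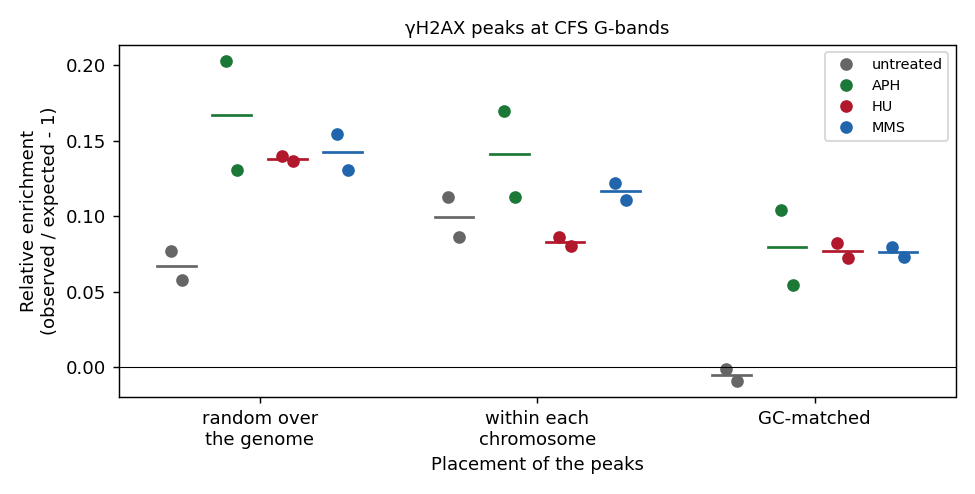
Relative enrichment of γH2AX peaks at CFS G-bands (observed divided by expected number of peaks, minus 1) for 3 ways to place the peaks at random. Points are replicates and bars are means of 2 replicates. All 8 points lie above 0 under random placement over the genome and within each chromosome, and both untreated points lie below 0 under GC-matched placement.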

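The difference in relative enrichment at CFSs between treated and untreated cells was 0.0996 for APH, 0.0708 for HU and 0.0752 for MMS. Both replicates of each treatment lay above both untreated replicates (exact permutation test, two-sided, p = 0.333, the smallest that 2 against 2 can give). Over the 3 treatments together the difference was 0.0819, with 6 of 6 treated replicates above the untreated ones (exact permutation test, two-sided, p = 0.0357, the smallest possible). Placement within each chromosome, an alternative chosen after the data were seen, moved it most, to 0.0139 over the 3 treatments (exact p = 0.679) and to −0.0165 for HU.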

While CFSs were originally described under APH treated conditions, we found that both HU and MMS could induce significant γH2AX enrichment when compared with untreated samples (Fig. 2c). This result confirms previous findings that RS may preferentially cause damage at regions containing CFSs, and that these regions may be sensitive to a wide variety of stressors.

### Sequence features in γH2AX binding regions

It is thought that repetitive sequences are intrinsic barriers of replication machinery and replication forks are prone to stall at repetitive regions [36]. Thus, we analyzed ChIP-seq peaks in the context of repetitive genomic elements using the RepeatMasker data set [37]. In addition to areas of low complexity (defined as > 100 nt stretch of > 87% AT or 89% GC, and > 30 nt stretch with > 29 nt poly(N)_n_, N denotes any nucleotide, and those containing short tandem repeats [37]), we also looked at γH2AX accumulation in the context of common transposable elements: SINEs (short interspersed nuclear elements), LINEs (long interspersed nuclear elements), DNA transposons, and LTRs (long terminal repeats). 

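Regions of low complexity were located in the reference sequence as stretches of 100 nt with over 87% AT or over 89% GC and as runs of 1 base of at least 30 nt, which gave 62246 regions. The relative enrichment of γH2AX peaks was −0.711 ± 0.0133 in untreated cells (SD, n = 2), −0.771 ± 0.00690 under APH, −0.560 ± 0.0382 under HU and −0.821 ± 0.0923 under MMS (permutation, p = 0.001 in each replicate, the smallest possible). Placement by GC content moved the values most, with −0.409 under HU. The removal of reads of low mapping quality was not tested as a reason for the depletion.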

No enrichment at regions of low complexity was observed. Instead, we observed significant enrichment at SINEs genome-wide in all samples (Fig. 3). 

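SINEs were represented by Alu elements, the most abundant human SINE family, which were located in the reference sequence from their similarity to 7SL RNA, and other SINEs and the other classes of transposable elements were not analysed here. The search gave 954997 elements that hold 9.70% of the assembled bases. In the untreated replicates 27.7% and 29.0% of peaks overlapped an Alu element, against 30.8% and 28.2% under APH, 53.6% and 53.3% under HU, and 25.6% and 27.8% under MMS. The relative enrichment was 0.0791 ± 0.0398 in untreated cells (SD, n = 2; permutation, p = 0.025 and 0.001 in the replicates), 0.155 ± 0.0617 under APH, 0.712 ± 0.0203 under HU and 0.104 ± 0.0618 under MMS (p = 0.001 in each treated replicate, the smallest possible). The value under HU exceeded the others by more than the spread between replicates. Placement by GC content moved these values most, to −0.247 in untreated cells, −0.216 under APH, 0.336 under HU and −0.214 under MMS. With peak midpoints in place of whole peaks the values were −0.127, −0.0455, 0.827 and −0.119 in the same order.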

SINEs are 80–500 bp nonautonomous elements in the genome, with 3′ ends often composed of simple repeats like poly-dA, poly-dT, or tandem array of 2–3 bp unit [38]. A recent study identifies that poly (dA:dT) tracts are natural replication barriers and are a common cause for DNA breakage in HU-treated mouse B-lymphocytes [21], and SINEs are significantly enriched in early replicating fragile sites identified in HU-treated mouse B-lymphocytes [7]. Another study shows that repetitive DNA sequences that give rise to non-B-form structures impede DNA replication [20]. The enrichment of SINEs but not simple repeats in γH2AX binding indicate that in addition to the 3′ poly (dA:dT), abundant transposable elements in SINEs may contain features prone to non-B-form structure formation that make SINEs particularly susceptible to fork stalling.

**Fig. 3:**
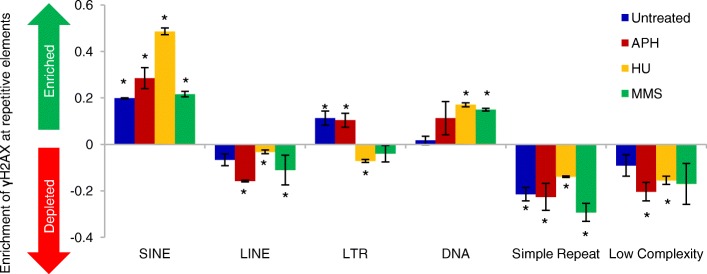
γH2AX binding to RepeatMasker defined repetitive DNA elements. Expected random γH2AX binding to a given feature is set to zero. Deviation from zero indicates enrichment (positive value) or depletion (negative value). γH2AX binding to SINEs is significantly higher than expected by random, and binding to simple repeats and low complexity repeats is lower than expected by random. * indicates *p* < 0.001 (permutation analysis)

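The relative enrichment at Alu elements was 0.633 higher under HU than in untreated cells and 0.0252 higher under MMS, a difference within the spread between replicates. Simple repeats, taken as perfect tandem repeats of units up to 6 bp over at least 20 bp, had a relative enrichment of −0.329 ± 0.0543 in untreated cells (SD, n = 2), 0.124 ± 0.00848 under HU and −0.399 ± 0.0673 under MMS (permutation, p = 0.001 in each replicate, the smallest possible). Both HU replicates lay above both untreated replicates (exact permutation test, two-sided, p = 0.333, the smallest possible), and the means of MMS and untreated cells differed by about the spread between replicates (exact p = 0.667). Per peak, which also depends on peak width, both MMS replicates lay below both untreated replicates, with 0.0556 ± 0.00740 simple repeats against 0.0942 ± 0.00506 and 0.315 ± 0.0202 Alu elements against 0.415 ± 0.00550 (exact p = 0.333). Against positions of the same GC content the value under HU was −0.0306. Simple repeats in or beside Alu elements were not left out, so the values of the 2 classes are not independent.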

Compared to untreated sample, SINEs, LINEs, simple repeats, and DNA transposons were enriched in γH2AX binding sites under HU treatment, while LTRs and simple repeats were reduced in MMS treatment (Fig. 3). 

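Under APH, simple repeats had a relative enrichment of −0.296 ± 0.0477 (SD, n = 2), which differed from that of untreated cells by 0.0331, less than the spread between replicates (exact permutation test, p = 0.667). A peak overlapped 0.384 ± 0.0218 Alu elements on average under APH and 0.415 ± 0.00550 in untreated cells, and 0.0789 ± 0.00751 and 0.0942 ± 0.00506 simple repeats. Both APH replicates lay below both untreated replicates in these numbers per peak (exact permutation test, two-sided, p = 0.333, the smallest that 2 against 2 can give). For Alu elements the direction depended on the measure, since both APH replicates lay above both untreated replicates in the relative enrichment (0.155 against 0.0791) and in the number per kb of peak (0.553 against 0.516; exact p = 0.333 for each).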

Binding patterns in APH treated sample did not significantly differ from untreated cells in any repetitive elements (Additional file 1: Figure S7). Future studies using a high-resolution sequencing method will be helpful to pinpoint sequence composition and features under different replication stress inducers.

### Epigenetic features in γH2AX binding regions

Poor replication initiation has been proposed to cause instabilities [35]. Given that replication timing and initiation can be epigenetically controlled rather than directed by specific sequence motif [12, 39], we examined common epigenetic marks including H3K9Ac, H3K4me3, H3K27me3, and H3K9me3 that modulate chromatin structures at γH2AX binding sites. H3K9Ac and H3K4me3 are euchromatic marks and are tightly associated with active transcription and histone deposition, while H3K27me3 and H3K9me3 are found mainly at inactive gene promoters and are associated with compact chromatin [40]. After aligning γH2AX ChIP-seq peaks with histone modification ChIP-seq datasets from human B-lymphoblastoids [GSM733677 (H3K9ac), GSM733708 (H3K4me3), GSM945196 (H3K27me3), GSM733664 (H3K9me3)], we found depletion in γH2AX at H3K9Ac and H3K4me3 marks, and enrichment in all samples at H3K27me3 and H3K9me3 marks (Fig. 4), suggesting that γH2AX sites induced by the three stressors coincide with more compact chromatin regions.

**Fig. 4:**
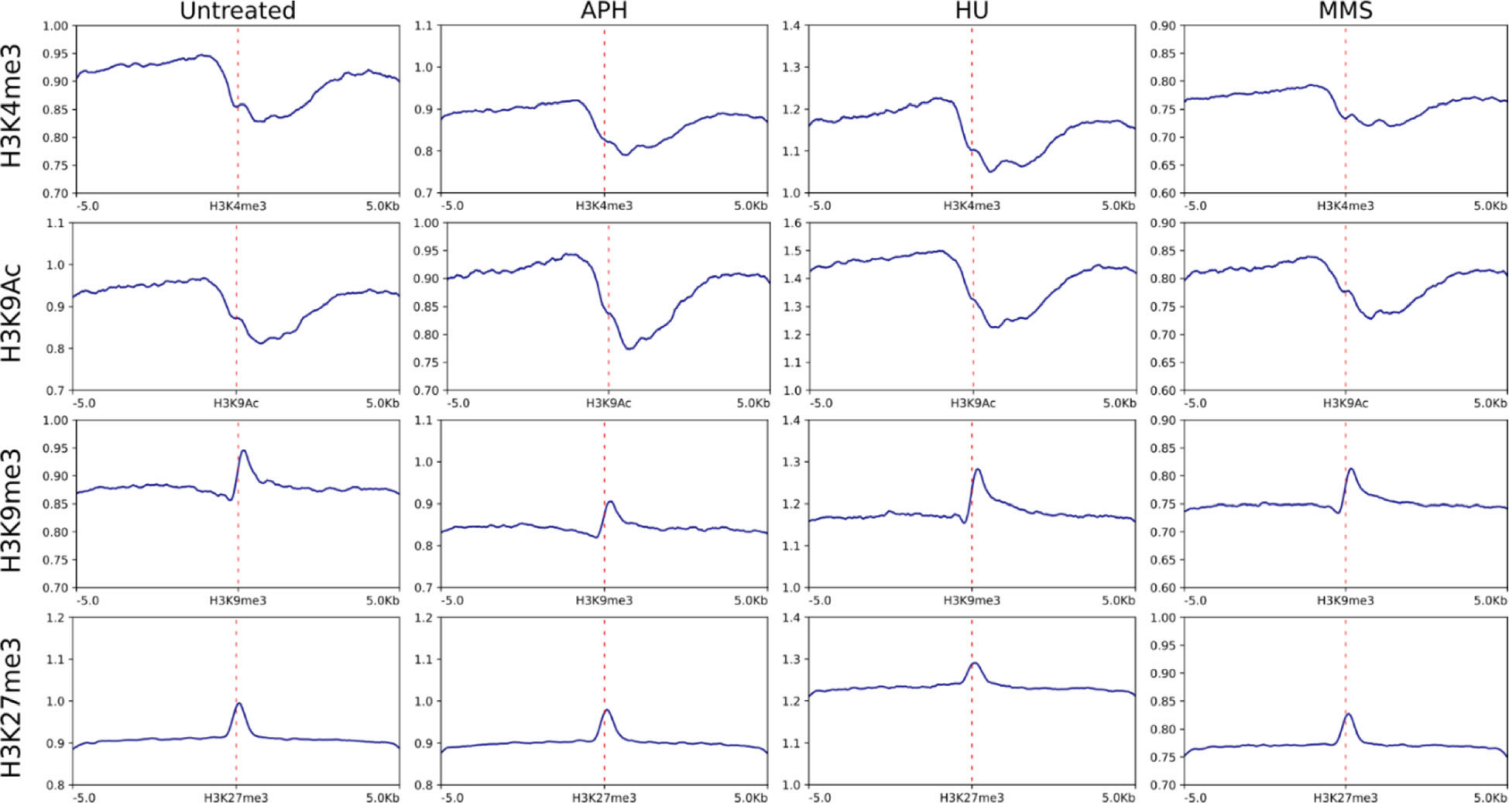
Epigenetic features in γH2AX binding regions. Average γH2AX binding relative to input was compared to the binding of indicated histone marks using published histone ChIP-seq data obtained from immortalized human B lymphocytes available in NCBI Gene Expression Omnibus. The dotted line indicates the center of the modified histone proteins, H3K27me3, H3K9me3, H3K9Ac and H3K4me3. X axis stands for these modified histone proteins distribution on the chromatin, and y-axis stands for the γH2AX binding signals corresponding to the four modified histone proteins position. γH2AX is enriched at H3K27me3 or H3K9me3 bound chromatin while depleted at H3K9Ac or H3K4me3 bound chromatin. Red dotted line indicates the center of the histone variant binding site

### Depletion of CGIs and TSSs in γH2AX binding regions

CGIs are DNA elements with high CpG content. Roughly 50% of these regions are associated with gene expression regulation, and can be located at or near TSSs [41–43]. Early studies have shown a strong association of replication initiation and CGIs in mammalian genomes, with half of origins residing within or near CGIs [44, 45]. Replication origin activity is also significantly enriched at and around TSSs [46, 47]. Thus, we next examined the relationship between γH2AX binding and CGIs and TSSs in our samples. Using permutation analysis, we searched for enriched or depleted binding at CGIs genome-wide and found that γH2AX did not associate with CGIs. 

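CGIs were computed from the reference sequence as windows of at least 200 bp with at least 50% GC and an observed to expected CpG ratio over 0.6, without windows that lie over 50% in Alu elements, which gave 184260 regions. A planned limit on masked bases could not be applied, and the UCSC track of the study was not used. An enrichment at these regions is thus not an enrichment at the islands of the study. The relative enrichment of peaks at these regions was 0.344 ± 0.109 in untreated cells (SD, n = 2), 0.292 ± 0.104 under APH, 0.0331 ± 0.0521 under HU and 0.0420 ± 0.231 under MMS. The replicates gave 0.421 and 0.267 in untreated cells and 0.365 and 0.218 under APH (permutation, p = 0.001 in each, the smallest possible). Under HU they gave −0.00369 (p = 0.785) and 0.0699 (p = 0.001), and under MMS 0.206 (p = 0.001) and −0.122 (p = 0.004), so that the direction under HU and MMS depended on the replicate in this permutation test. The definition of the islands moved the values most. With windows of 500 bp, at least 55% GC and a CpG ratio over 0.65, which gave 33562 regions, the relative enrichment was −0.350 ± 0.237 in untreated cells, −0.519 ± 0.0145 under APH, −0.525 ± 0.0318 under HU and −0.627 ± 0.143 under MMS. Of the 8 lists, untreated replicate 1 alone was not separated from random placement under this definition (permutation, p = 0.062). Against positions of the same GC content the values were −0.145, −0.247, −0.236 and −0.277 for the 200 bp windows, in the same order of conditions.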

Rather, these regions were noticeably unbound (Fig. 5a). Similarly, we found consistent local depletion of γH2AX at TSSs (Fig. 5b), while no depletion or enrichment at transcription termination sites (TTS) or gene bodies was observed (Fig. 5c and Additional file 1: Figure S8). Together with the enrichment of γH2AX binding at more compact chromatic regions (Fig. 4), our data suggest that γH2AX tends to bind to transcriptionally inactive regions upon fork stalling.

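TSSs and TTSs were taken from the GENCODE annotation of 19970 protein-coding genes. The share of TSSs that lay under a peak was 0.212 ± 0.0388 times the share of positions 2 to 5 kb away in untreated cells (SD, n = 2), 0.210 ± 0.00786 times under APH, 0.192 ± 0.00566 times under HU and 0.115 ± 0.0164 times under MMS. The flanks themselves lay under peaks 2.93, 2.90, 3.85 and 3.49 times as often as the assembled genome. Within 500 bp of a TSS, the relative enrichment against random placement over the genome was −0.0713 ± 0.0591 in untreated cells (permutation, p = 0.831 and 0.485 in the replicates), −0.270 ± 0.0727 under APH (p = 0.004 and 0.002), 0.0202 ± 0.0701 under HU (−0.0294 and 0.0698 in the replicates, p = 0.336 and 0.038) and −0.363 ± 0.0252 under MMS (p = 0.001 and 0.002). The width of the window moved these values most, and within 2 kb they were 1.54, 1.12, 1.76 and 1.27. At TTSs the share under a peak was 1.03 ± 0.144, 0.953 ± 0.0369, 1.01 ± 0.0229 and 1.05 ± 0.0133 times that of the flanks in the same order of conditions. Relative to random placement over the genome, peaks within 500 bp of a TTS were enriched by 1.19 ± 0.460 in untreated cells, 0.999 ± 0.111 under APH, 1.76 ± 0.0462 under HU and 1.27 ± 0.259 under MMS (permutation, p = 0.001 in each replicate, the smallest possible). For bodies of protein-coding genes, which were added after the data were seen, the relative enrichment was 0.212 ± 0.00316, 0.303 ± 0.00324, 0.333 ± 0.00360 and 0.537 ± 0.00479, and all 6 treated replicates lay above the untreated ones (exact permutation test, two-sided, p = 0.0714).

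**Figure D3:**
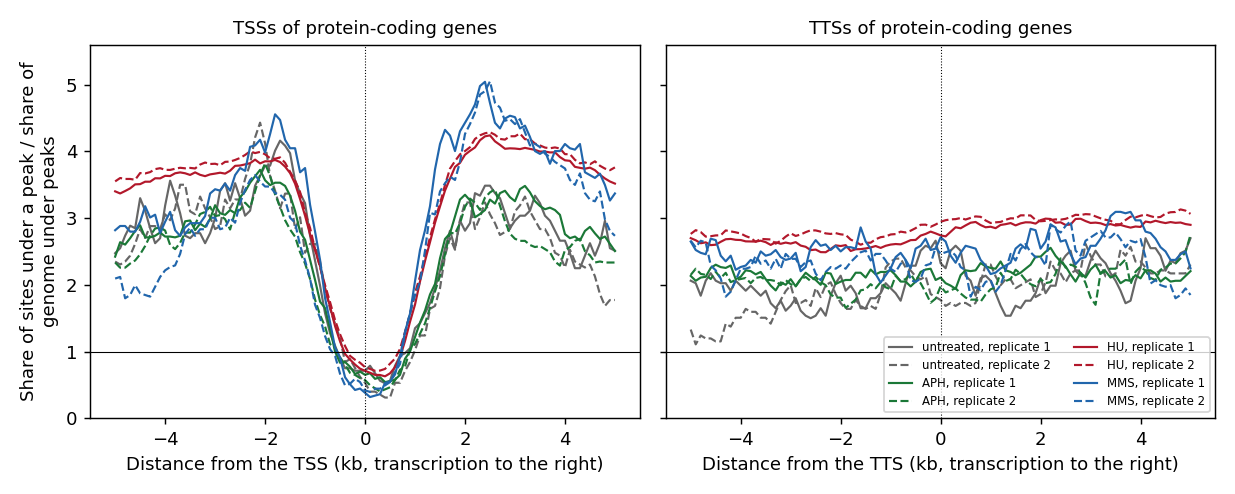
Share of TSSs (left) and TTSs (right) of protein-coding genes under a γH2AX peak by distance in kb, divided by the share of the assembled genome under peaks of the same list, with 1 line per replicate. At the TSS all 8 lines fall below 1, and within 2 to 5 kb of it they lie above 1. At the TTS the lines stay above 1 without a dip.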

**Fig. 5:**
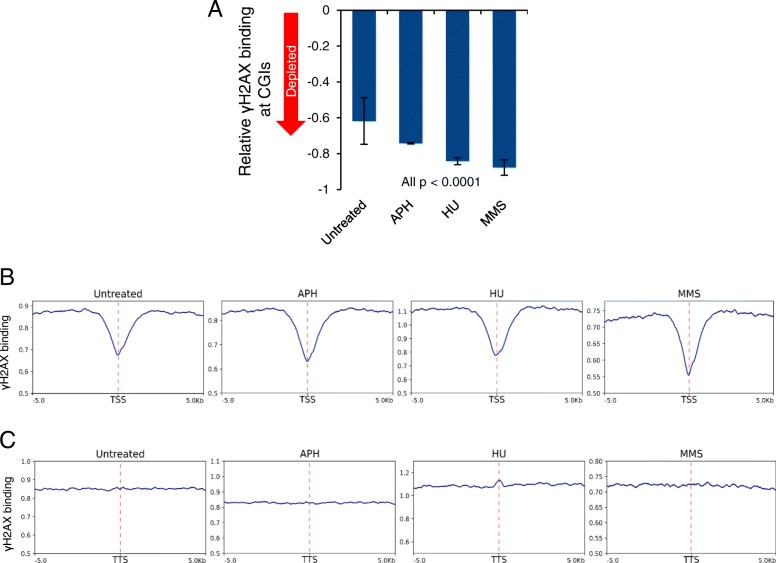
Depletion of γH2AX at CGIs, TSSs and TTSs. **a** γH2AX binding at CGIs is significantly lower than expected by random, irrespective of fork stalling agents. Expected random γH2AX binding to CGIs is set to zero. p-values: permutation analysis. **b** Average genome-wide γH2AX binding at TSSs genome-wide to input shows local depletion compared to the surrounding 10 kb region. Red dotted line indicates the TSS position. **c** Average genome-wide γH2AX binding at TTSs to input compared to the surrounding 10 kb region. Red dotted line indicates the TTS position

## Discussion

While γH2AX binding to DSBs has been mapped and profiled in high-resolution [48], systematic characterization and comparison of γH2AX chromatin binding in response to RS is lacking. This is further complicated by the fact that fork stalling can be induced by a diverse of mechanisms, and FS instability also displays cell- and tissue-type specificity. In this study, we generated a large set of γH2AX binding data from a single human cell line treated with three genotoxins that stall replication with distinct mechanisms. This study design allows us to directly compare γH2AX binding under different RS conditions, revealing a number of notable features of γH2AX binding in response to fork stalling.

We find that only a small portion of γH2AX binding sites resulting from MMS (9.3%) and APH (6.4%) treatment overlap, suggesting that the two different fork stalling mechanisms produce RS-sensitive damage hotspots at discrete locations. This is not completely unexpected, since these two chemicals induce RS with distinct mechanisms. APH inhibits DNA polymerases α and slows DNA polymerization during replication, generating stretches of single stand DNA at stalled forks [14, 16, 49]. Thus, APH is expected to cause forks to stall or collapse at vulnerable regions containing natural barriers for DNA polymerases. These regions likely require additional efforts to avoid the pausing or dissociation of polymerases. Consistently, several studies have shown that specialized DNA polymerases, including Pol η, Pol **ζ**, and Pol κ that facilitate DNA synthesis and promote the stability of APH-inducible FSs [50–53]. In contrast, RS induced by the DNA methylating agent MMS is more complex. Although MMS is capable of reacting with a number of nucleophilic sites on DNA including ring nitrogen and exocyclic oxygen on purines and pyrimidines, the reactivity towards electrophiles varies substantially by the position of the nucleotide, whether the nucleotide is at the major or minor groove, and whether the DNA is single or double stranded [54]. Consequently, it is difficult to pinpoint where the methylation adducts are formed. HU reduces or depletes the overall cellular nucleotide pool, and therefore is expected to stall all DNA synthesis and impact replication more globally. In agreement with this view, we find that HU induces several times more damage sites than other treatments. HU induces γH2AX binding hotspots at regions overlapping with APH or MMS treated samples, but this overlap only accounts for a small portion of data set due to the large peak numbers.

We observed that SINEs are enriched in γH2AX binding sites induced by all three treatments (Fig. 3), suggesting that SINEs may contain features that easily stall DNA polymerases. One such feature may be the poly (dA:dT) tracts at the 3′ end of SINEs, which have been implicated as a natural replication barriers and is a common cause for DNA breakage in murine lymphocytes [21]. Cumulating evidence indicates that SINEs regulate gene expression, affect chromatin structure, and are involved in genome rearrangement [55, 56], and therefore they have been implicated in many diseases including cancer [57]. It will be interesting to investigate the potential role of RS-induced SINE instability in disease development.

Despite different localizations of γH2AX binding, we find that they share a few obvious common features. First, all three conditions induce γH2AX binding at regions with the median transcript length longer than the median human transcript size (Fig. 2), indicating that regions with large transcripts are prone to break under RS. It has been shown that transcription of large genes often requires more than one complete cell cycle to complete. Collisions of transcription machinery with a replication fork and the formation of R-loops impede fork movement, causing FS instability [10]. Thus, our results reinforce transcription/replication collision as a crucial theme causing RS regardless of the RS mechanism.

In addition to increased binding at long genes, we also find that APH, HU, and MMS-induced γH2AX binding shows depletion of H3K9Ac and H3K4me3 marks, while being slightly enriched with H3K27me3 (Fig. 4), suggesting that chromatin within FSs may be more compact than non-fragile regions. It has been postulated that epigenetic feature regulates replication density and timing, with compact chromatic regions being poorly represented at replication initiation regions [12, 39]. In support of this, previous report shows that the six most break-prone human CFSs display an epigenetic pattern of histone hypoacetylation [11]. The same study also examines H3K9Ac acetylation pattern of large genes and find that acetylation coverage of large genes is substantially lower than that of the human genome on average. Our results therefore extend this finding to genome-wide FSs and support that compact chromatin may be a common epigenetic feature contributing to FS instability.

Previous research suggests that unprogrammed formation of R-loops impairs fork progression, causing fork stalling that contributes to DSB formation [58, 59]. A recent study has reported widespread R-loop formation at unmethylated CGI promoters in the human genome [60]. Therefore, our observation that γH2AX peaks flank but are not located at CGIs and TSSs is somewhat surprising (Fig. 5). In order to explain this observation, it is worth revisiting studies of mapping γH2AX distribution after DSB induction. DSBs trigger H2AX phosphorylation over large domains (0.5 to 2 Mb) surrounding the DSB [48]. Anti-correlation between RNA Pol II occupancy and γH2AX enrichment has been observed in both *S. cerevisiae* and the human U2OS cell line [48, 61], suggesting that TSSs and promoter regions may be particularly resistant to either the establishment or maintenance of H2AX phosphorylation. In addition, γH2AX enrichment at transcriptionally repressed genes seems to be dependent on HDACs [61]. Thus, it is highly likely that specialized chromatin structures at TSSs and CGIs prevent γH2AX accumulation despite R-loop formation. It will be interesting to determine the role of γH2AX depletion and specialized chromatin in stabilizing stalled forks at TSSs.

In conclusion, our study demonstrates that different types of replication stresses produce γH2AX binding at non-overlapping loci. By characterizing sequence and epigenetic features of these loci, our analysis provides a global view of the characteristics of genomic regions sensitive to various replication stress conditions. It is conceivable that cells may use different molecular mechanisms involving different protein molecules and repair pathways to rescue forks stalled at different types of fragile sequences. Since chromosome rearrangements found in cancer cells often result from genome instability caused by RS, deciphering the molecular mechanisms protecting RS-induced genome stability represents an important issue in the field.

## Methods

### Cell culture

Human B-lymphocyte cell line (GM07027) was obtained from Coriell Institute. 174xCEM was obtained from American Type Culture Collection (ATCC). GM07027 and 174xCEM lymphocyte cells were cultured in suspension and passaged in the RPMI1640 medium (Life Technologies) supplemented with 2 mM L-glutamine and 15% fetal bovine serum (Atlanta Biologicals) at 37 °C under 5% CO_2_. HeLa and HEK293T cells (ATCC) were cultured in DMEM media supplemented with 10% cosmic calf serum (ThermoFisher) at 37 °C containing 5% CO2. No antibiotics were used to avoid possible antibiotics-induced stress.

### Antibodies and drugs

The following antibodies were used: γH2AX (Active Motif, 39117), H3 (Active Motif, 31277), CHK1 (Santa Cruz, sc-8408), CHK1pS317 (Cell Signaling Technology, 2344P), Actin (Sigma, A5441), BrdU (BD Biosciences, 347,580). Secondary antibodies were as follows: horseradish peroxidase-conjugated anti-mouse IgG (BD Biosciences, 554002) and anti-rabbit IgG (Vector Laboratories, PI-1000) for western blotting. Drugs used in this study include: HU (ThermoFisher Scientific), APH (Sigma), MMS (ThermoFisher Scientific), and VE-821 (Selleckchem).

### Flow cytometry

All flow cytometry analysis was performed with a Beckman Coulter Gallios flow cytometer. Samples were filtered through 40 μm nylon mesh prior to flow cytometry. All analysis was performed using Kaluza analysis software (Beckman Coulter).

#### BrdU incorporation

Cells were treated with 2 mM HU, 0.3 μM APH or 200 μM MMS for 24 h, and then incubated with 10 μM BrdU at 37 °C under 5% CO_2_ for 30 min. Cells were collected by centrifugation, washed with cold PBS once, resuspended and fixed with 70% ethanol at 4 °C overnight. Cells were then washed with PBS and resuspended in 2 N HCl supplemented with 0.5% Triton X-100 and incubated for 30 min at room temperature. Cells were centrifuged to remove HCl and then neutralized with 0.1 M sodium borate buffer pH 8.5. Cells were washed by cold PBS, resuspended in BrdU staining buffer (PBS, 0.5% Tween-20, 1% BSA), incubated with anti-BrdU antibody for 1 h at room temperature, followed by cold PBS wash and incubation with the secondary antibody goat anti-mouse Alexa Fluor 488 (ThermoFisher Scientific, A11029) for 1 h at room temperature. After centrifugation, cell pellets were washed by PBS and stained with propidium iodide (PI) solution (PBS, 0.1% NP-40, 2% fetal bovine serum, 50 μg/ml PI and 50 μg/ml RNase A) for 30 min in dark.

#### Cell cycle analysis

Cell cycle was analyzed by PI staining. Briefly, cells were treated with genotoxic drugs for 24 h, and then collected by centrifugation, washed with cold PBS once, resuspended and fixed with 70% ethanol at 4 °C for 1 h. Cells were then washed by PBS once, resuspended with PI solution and incubated at 37 °C for 1 h.

#### Apoptosis assay

Quantification of apoptosis was measured by annexin V staining (BioLegend, #640905) by following as the manufacturer’s instruction. Briefly, after cells were treated with 2 mM HU, 0.3 μM APH or 200 μM MMS for 24 h, cells were collected by centrifugation, and washed with cold PBS, resuspended in 100 μl binding buffer (10 mM HEPES pH 7.4, 140 mM NaCl and 2.5 mM CaCl_2_) supplemented with 5 μl annexin V-FITC solution, and incubated for 20 min at room temperature in the dark. Binding buffer (BioLegend, 400 μl) was then added to each sample and subject to FACS.

### ChIP-seq sample preparation

Cells were treated with 2 mM HU, 0.3 μM APH or 200 μM MMS for 24 h, collected by centrifugation, resuspended in PBS and crosslinked with 1% formaldehyde for 15 min at r.t.. Crosslinking was stopped by 0.2 M glycine, cells were centrifuged, resuspended in lysis buffer (50 mM Tris-HCl pH 8.0, 1% Triton X-100, 1% SDS, protease inhibitor cocktail containing 1 mM AEBSF, 0.3 μM aprotinin, 50 μM bestatin, 10 μM E-64, 10 μM leupeptin, 5 μM pepstain and 1 mM PMSF), sonicated on ice for 10 times in 10 s pulses to obtain DNA fragments 100–500 bp in length, and centrifuged again at 4 °C for 10 min at 20,000 g. The supernatant was then diluted with four volumes of dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl pH 8.0, 150 mM NaCl, protease inhibitors) and precleared with protein A beads (Roche) at 4 °C for 1 h. Precleared lysates were incubated with anti-γH2AX (Active Motif, #39117) at 4 °C for overnight, followed by the addition of Protein A beads. After additional 3 h incubation at 4 °C, beads were washed sequentially with 1 ml of buffer A (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0, 150 mM NaCl), buffer B (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0, 500 mM NaCl), buffer C (250 mM LiCl, 1% NP-40, 1% Na-deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8.0), and buffer D (1 mM EDTA, 10 mM Tris-HCl pH 8.0) for 5 min at 4 °C with rotation. Beads were then washed with buffer D again for 5 min, and eluted with 300 μl elution buffer (1% SDS, 100 mM NaHCO_3_) at 50 °C for 15 min. Elutes were reverse crosslinked in 200 mM NaCl and 20 μg Protease K at 65 °C overnight. DNA was then precipitated by ethanol and precipitated DNA was used for ChIP-seq library construction.

### NGS library preparation and sequencing

Libraries were prepared according to Illumina’s TruSeq® ChIP Sample Preparation Guide (Part# 15023092 Rev. B). Briefly, ChIP DNA was end-repaired using a combination of T4 DNA polymerase, *E. coli* DNA Pol I large fragment (Klenow polymerase) and T4 polynucleotide kinase. The blunt, phosphorylated ends were treated with Klenow fragment (32 to 52 exo minus) and dATP to yield a protruding 3- ‘A’ base for ligation of Illumina’s adapters which have a single ‘T’ base overhang at the 3′ end. After adapter ligation, DNA fragments with sizes of 250–300 bp were selected on 2% agarose gels and were PCR amplified with Illumina primers for 18 cycles. The libraries were captured on an Illumina flow cell for cluster generation and sequenced on HiSeq 2500 (Illumina) with paired-end 100 bp read length following the manufacturer’s protocols. For each genotoxin, two independent treatments were performed, followed by independent ChIP experiments. This resulted in a total of eight ChIP samples (untreated, APH, HU, MMS) that were sequenced simultaneously.

### ChIP-seq reads processing and sequence analysis

Prior to sequence analysis, adaptor sequences in reads were trimmed. Paired-end reads in fastq format were aligned to the GRCh38 reference genome using Bowtie2 default settings [62]. Reads were checked for quality control using Samtools [63], and reads below q40 were removed. PCR duplicates were also removed. Following alignment, broad peaks were called using MACS2 peak-calling program [31] (with settings --broad --no-model, −-broad-cutoff 10e-3 -p) to give the final peak list per replicate. Shift size was determined using gel quantification from library quality controls. Shift sizes were determined to be: APH-treated replicate 1: 251; APH-treated replicate 2: 257; HU-treated replicate 1: 248; HU-treated replicate 2: 243; MMS-treated replicate 1: 222; MMS-treated replicate 2: 241; Untreated replicate 1: 214; Untreated replicate 2: 229. Blacklisted regions were removed from analysis [64]. Reproducibility between replicates was assessed using Spearman Rank Correlation of tags per 1000 bp bin. All ChIP-seq data is available at the Gene Express Omnibus at accession no. GSE113020.

Enrichment or depletion of γH2AX ChIP-seq peaks in repetitive elements, CGIs, and CFSs were assessed using 1000 iteration permutation analysis with the regioneR Bioconductor package [65]. Repetitive elements were defined by RepeatMasker [37], which uses RepBase Update, the database of repetitive sequences throughout multiple species to define repetitive sequences [66]. This database contains transposable elements (SINES, LINES, DNA-transposons, and LTRs), and non-mobile DNA repeat elements which include the canonical TTAGGG telomere sequence (simple repeats/microsatellites), regions of low complexity such as the known fragile poly-T motif, and (x) RNA sources found throughout the genome. Positions and categories of repetitive elements were obtained from the RepeatMasker data set [37]. Positions of CGIs were obtained from the CGI track in the UCSC Genome Browser [42]. CFSs in human lymphocytes [15, 18, 67] were sorted using the G-band positions from the UCSC Chromosome band track [68, 69]. The NCBI RefSeq dataset was used for gene lengths, TSS, and TTS analyses [70]. Gene length was analyzed using a Kruskal-Wallis test and post-hoc paired Wilcoxon signed-rank test with a Holm-Bonferroni correction for family-wise error. Graphs for gene length were generated using the ggplot2 R package [71]. Graphs for ChIP-seq data relationships to TSS and histone marks were generated using Deeptools2 [72]. Histone mark data was taken from GSM733677 (H3K9ac), GSM733708 (H3K4me3), GSM945196 (H3K27me3), GSM733664 (H3K9me3) [64, 73]. Sample data was realigned to hg19 using identical Bowtie2 settings prior to comparison with histone marks.

## Additional file

Additional file 1: **Figures S1-S8.**

Additional file 2: **Table S1.** List of Human CFSs used in this study.

## Data Availability

All ChIP-seq data are deposited in GEO under accession number GSE113020.

## Abbreviations

APH: Aphidicolin
ATR: Ataxia Telangiectasia mutated and Rad-3 related
BrdU: 5-Bromo-2′-deoxyuridine
CFS: Common fragile site
CGI: GpG island
ChIP-seq: Chromatin immunoprecipitation sequencing
DSB: Double strand break
ERFS: Early replication fragile site
FS: Fragile site
HU: Hydroxyurea
LINE: Long interspersed nuclear elements
LTR: Long terminal repeats
MMS: Methyl methanesulfonate
PI: Propidium iodide
RS: Replication stress
SINE: Short interspersed nuclear elements
TSS: Transcription start site
TTS: Transcription termination site

# Supplementary material for: Genome-wide mapping and profiling of γH2AX binding hotspots in response to different replication stress inducers
**Source:** BMC Genomics. 2019 Jul 12;20:579. doi: 10.1186/s12864-019-5934-4
**Supplement:** Supplementary file 1 — Figures S1-S8.

## Slide 1
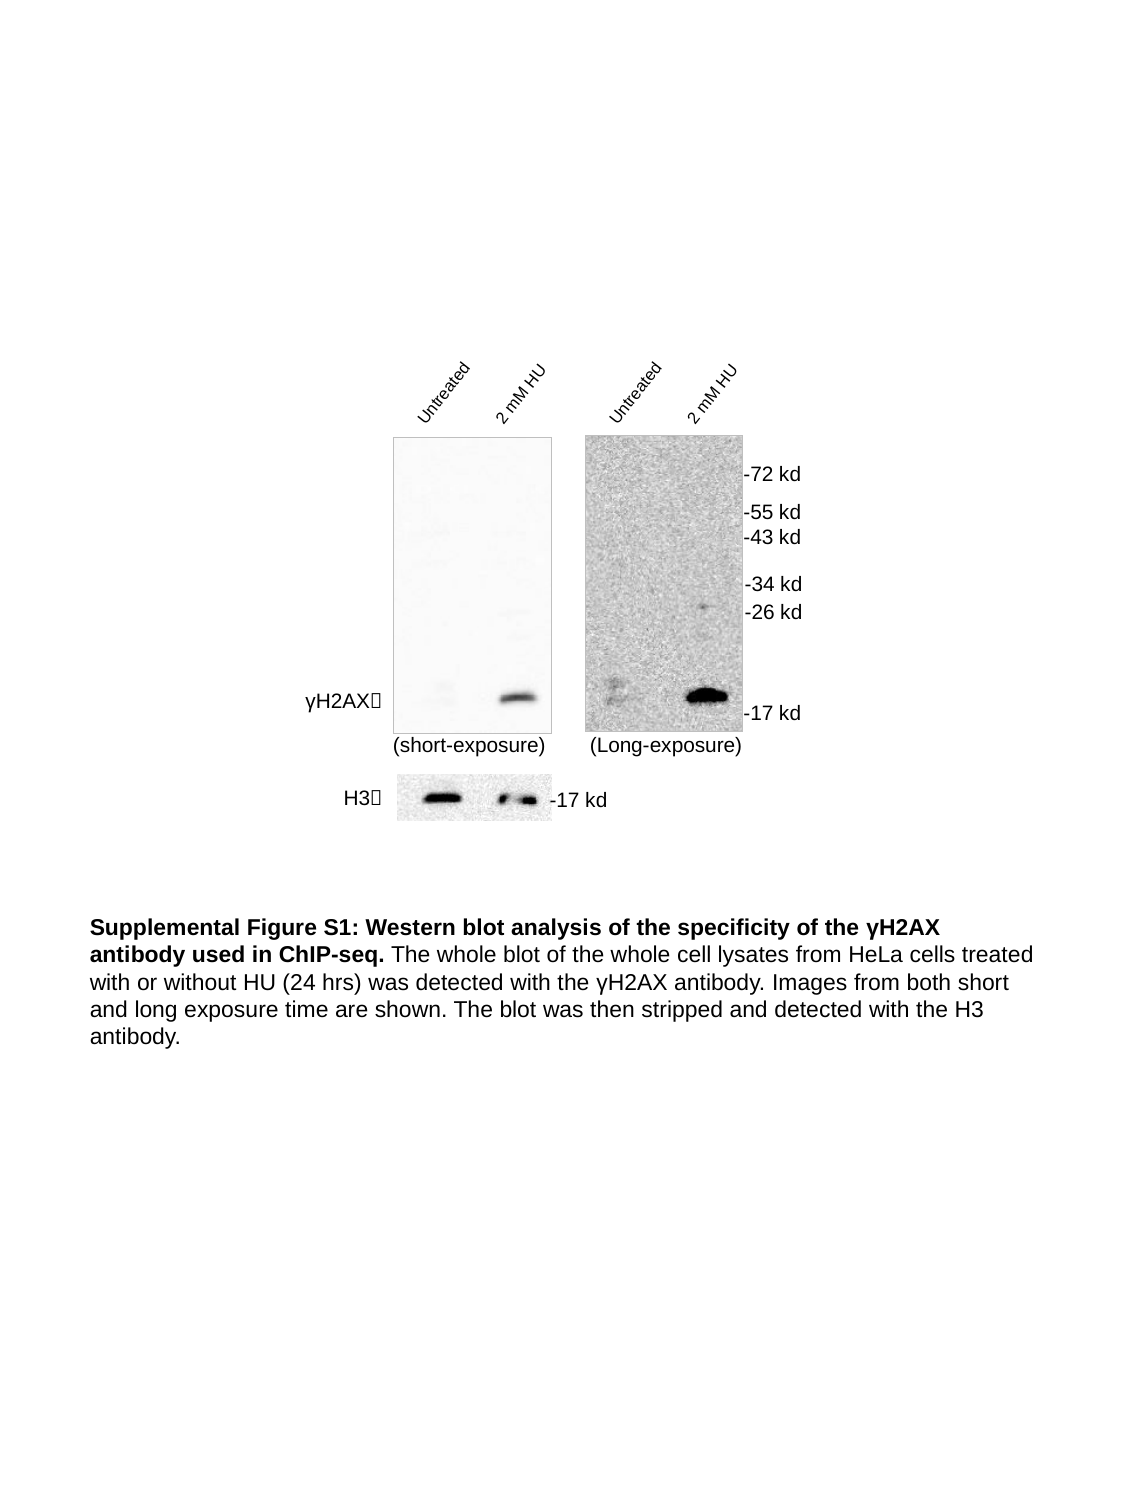

Untreated
2 mM HU
Untreated
2 mM HU
-72 kd
-55 kd
-43 kd
-34 kd
-26 kd
γH2AX
-17 kd
(short-exposure)
(Long-exposure)
H3
-17 kd
Supplemental Figure S1: Western blot analysis of the specificity of the γH2AX antibody used in ChIP-seq. The whole blot of the whole cell lysates from HeLa cells treated with or without HU (24 hrs) was detected with the γH2AX antibody. Images from both short and long exposure time are shown. The blot was then stripped and detected with the H3 antibody.

## Slide 2
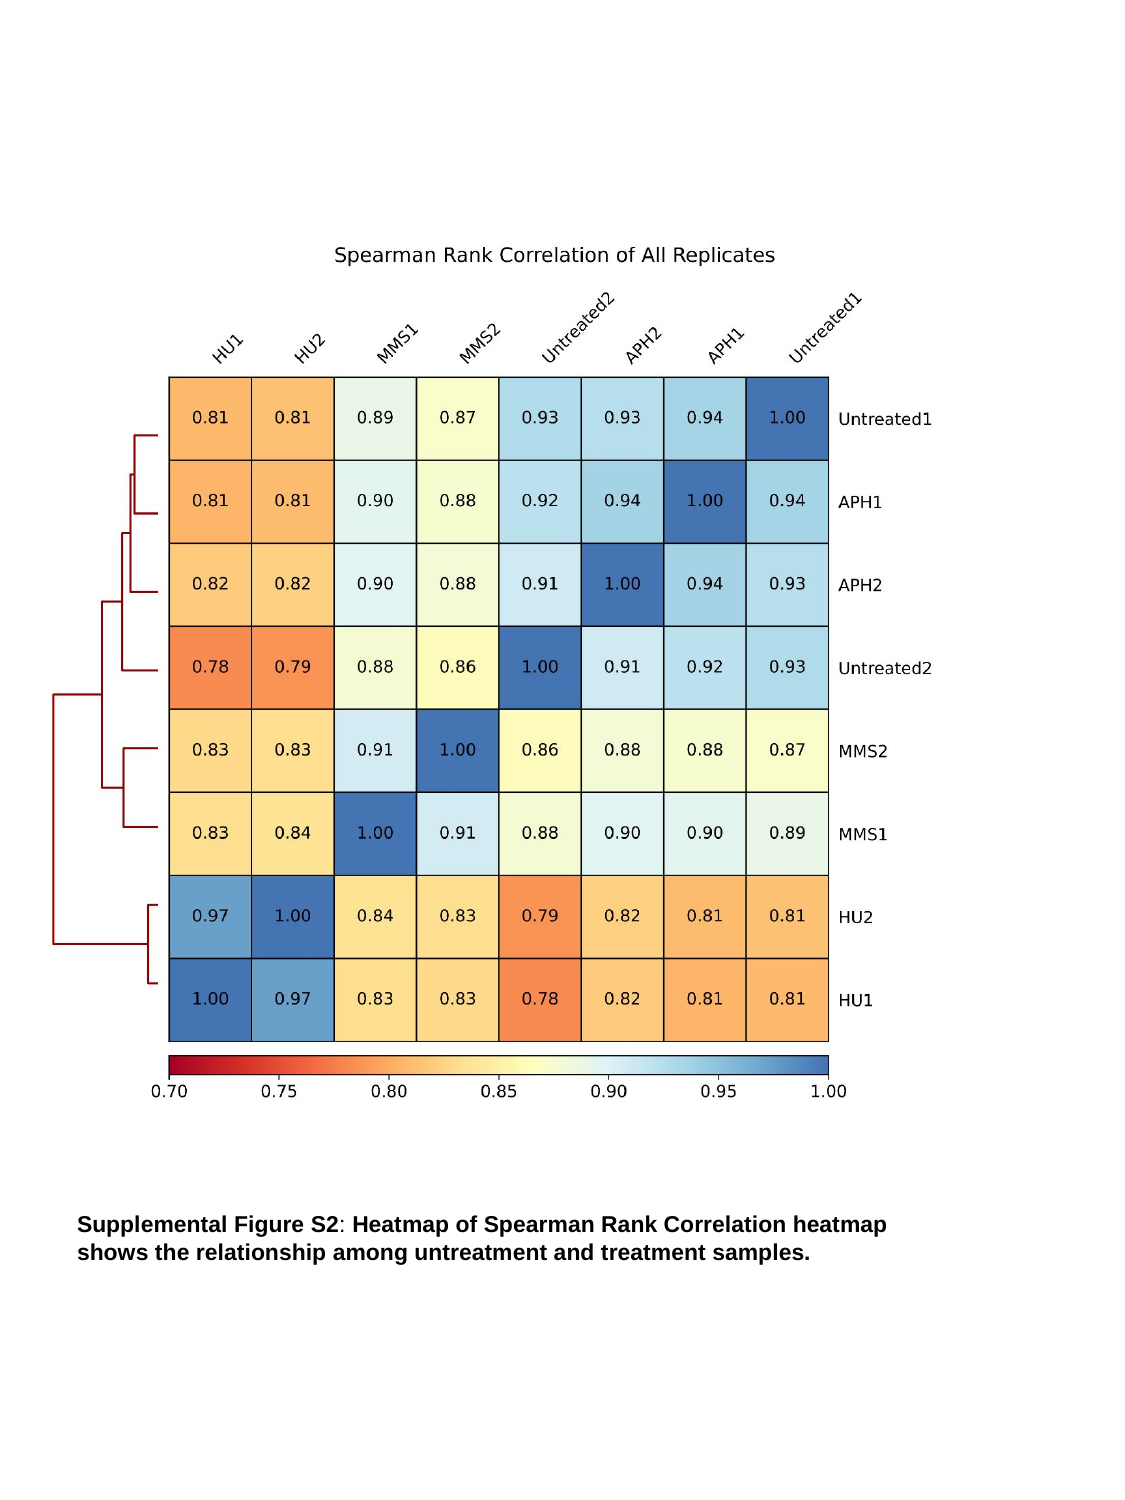

Supplemental Figure S2: Heatmap of Spearman Rank Correlation heatmap shows the relationship among untreatment and treatment samples.

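A rank correlation of this kind sets the signal of each replicate in bins along the genome against that of each other replicate. From the peak lists the number of peaks per 1 Mb bin was compared in place of read numbers, over the 1793 bins that held at least 10 peaks in the 8 lists together. Spearman's rho between the replicates was 0.598 in untreated cells, 0.782 under APH, 0.979 under HU and 0.700 under MMS. Between replicates of different conditions the highest was 0.739, for replicate 1 of APH and of MMS, and the lowest 0.495, for replicate 1 of APH and of HU. Bins along the genome are not independent replicates, and no test was made across them.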

## Slide 3
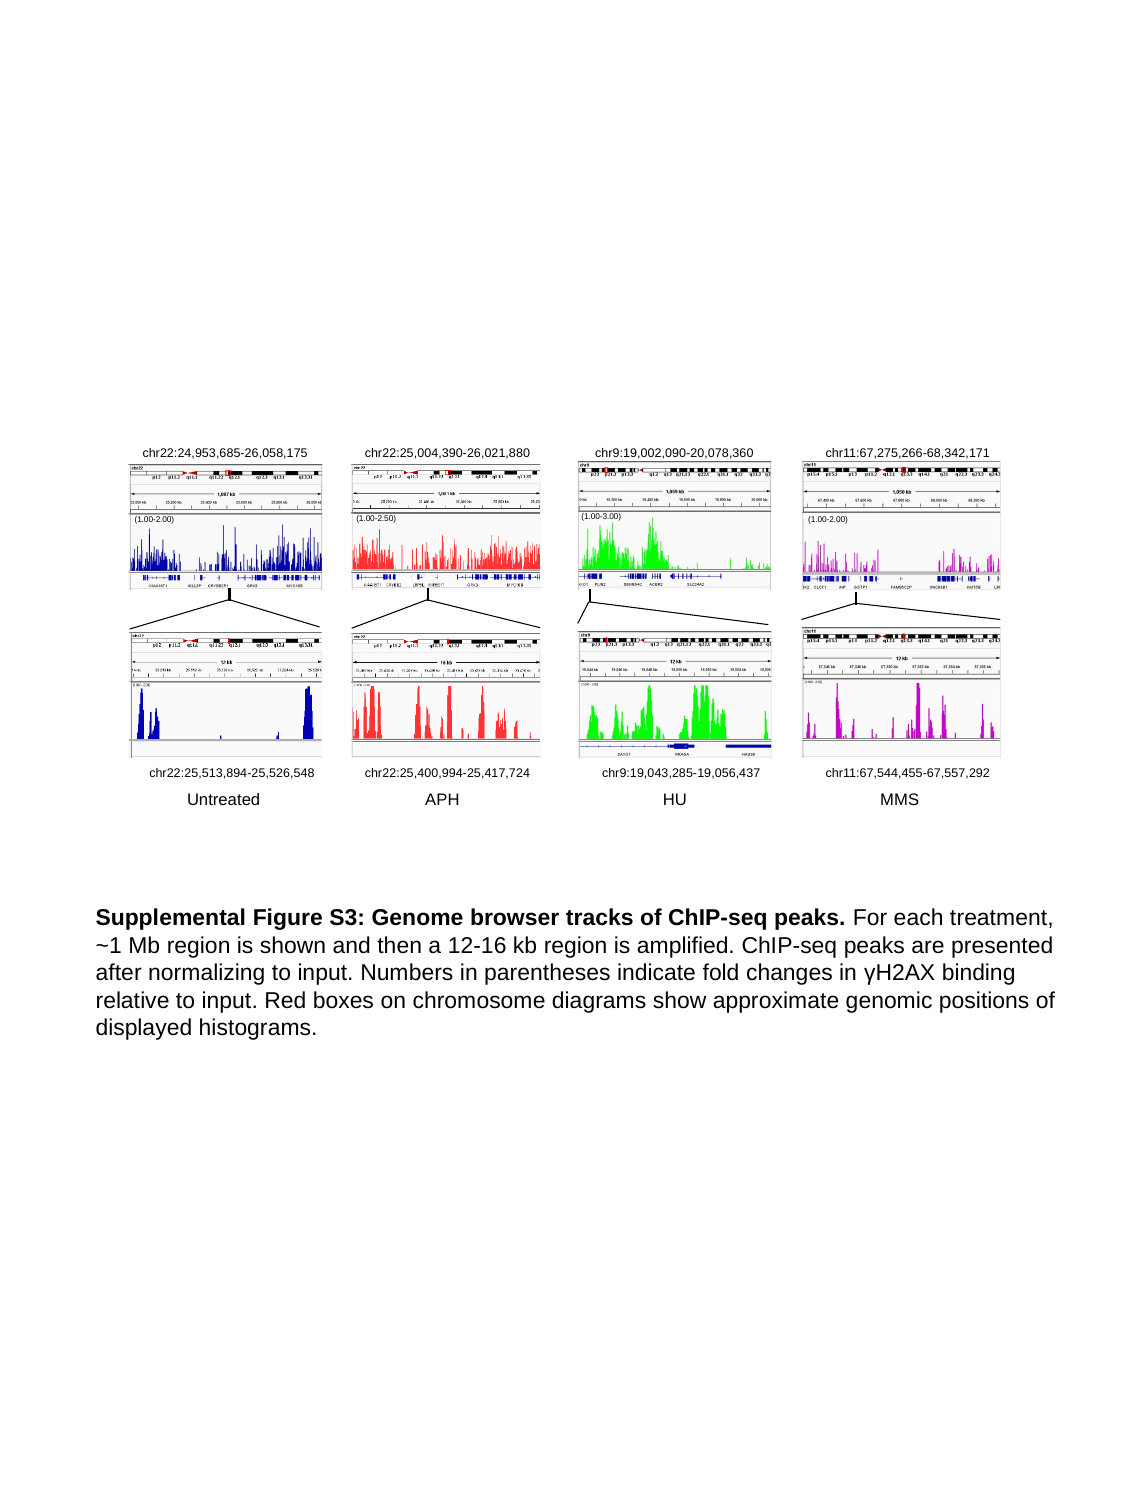
chr22:24,953,685-26,058,175
chr22:25,004,390-26,021,880
chr9:19,002,090-20,078,360
chr11:67,275,266-68,342,171
(1.00-3.00)
(1.00-2.50)
(1.00-2.00)
(1.00-2.00)
chr22:25,513,894-25,526,548
chr22:25,400,994-25,417,724
chr9:19,043,285-19,056,437
chr11:67,544,455-67,557,292
Untreated
APH
HU
MMS
Supplemental Figure S3: Genome browser tracks of ChIP-seq peaks. For each treatment, ~1 Mb region is shown and then a 12-16 kb region is amplified. ChIP-seq peaks are presented after normalizing to input. Numbers in parentheses indicate fold changes in γH2AX binding relative to input. Red boxes on chromosome diagrams show approximate genomic positions of displayed histograms.

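The legends name no assembly, and the windows were taken as GRCh38 coordinates, like the peak lists. In the enlarged window on chromosome 22 from 25513894 to 25526548, HU replicate 1 had 1 peak (25514370 to 25514651, in an intron of the lncRNA gene CRYBB2P1, fold enrichment 2.84), and the other 7 lists had none. In the enlarged window from 25400994 to 25417724 on the same chromosome, HU replicate 2 had 2 peaks, of which the first (25402394 to 25403340) lay in an intron of LRP5L. On chromosome 9 from 19043285 to 19056437, both HU replicates had 2 peaks, including 1 at an exon of RRAGA with UTR sequence. This peak spanned 19050636 to 19052469 in replicate 1 (fold enrichment 3.20) and 19050622 to 19051105 in replicate 2 (fold enrichment 2.57). MMS replicate 1 had 1 peak in this window, at 19050177 to 19051233. Untreated replicate 2 had a peak there in an intron of SAXO1 (19047473 to 19048086). On chromosome 11 from 67544455 to 67557292, HU had 2 and 3 peaks and untreated replicate 1 had 1, all outside annotated genes.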

## Slide 4
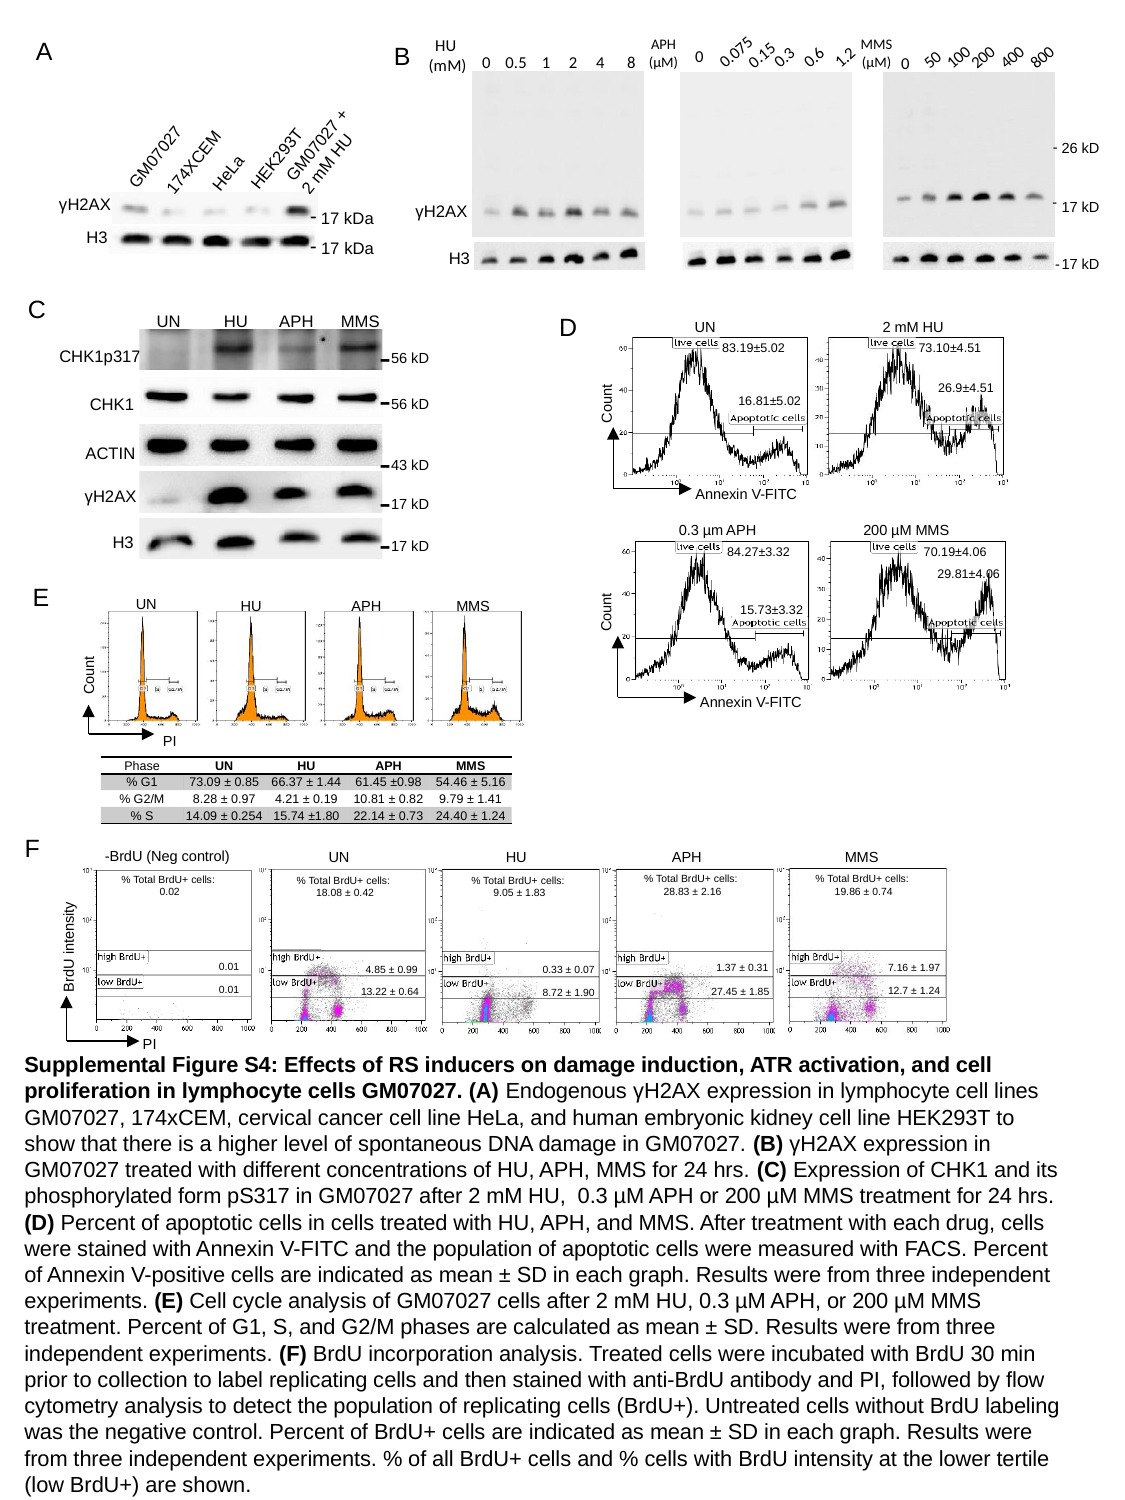

A
HU
(mM)
APH
(μM)
MMS
(μM)
26 kD
17 kD
17 kD
0 0.5 1 2 4 8
γH2AX
H3
-
-
-
0.075
0.15
0
100
200
400
800
0.3
0.6
1.2
50
0
B
GM07027 + 2 mM HU
GM07027
HEK293T
HeLa
174XCEM
γH2AX
17 kDa
H3
17 kDa
-
-
C
UN
HU
APH
MMS
CHK1p317
56 kD
CHK1
56 kD
ACTIN
43 kD
γH2AX
17 kD
H3
17 kD
-
-
-
-
-
D
UN
2 mM HU
83.19±5.02
73.10±4.51
Count
26.9±4.51
16.81±5.02
Annexin V-FITC
0.3 µm APH
200 µM MMS
84.27±3.32
70.19±4.06
29.81±4.06
15.73±3.32
Count
Annexin V-FITC
E
UN
HU
APH
MMS
Count
PI
| Phase | UN | HU | APH | MMS |
| --- | --- | --- | --- | --- |
| % G1 | 73.09 ± 0.85 | 66.37 ± 1.44 | 61.45 ±0.98 | 54.46 ± 5.16 |
| % G2/M | 8.28 ± 0.97 | 4.21 ± 0.19 | 10.81 ± 0.82 | 9.79 ± 1.41 |
| % S | 14.09 ± 0.254 | 15.74 ±1.80 | 22.14 ± 0.73 | 24.40 ± 1.24 |
F
-BrdU (Neg control)
UN
HU
APH
MMS
% Total BrdU+ cells: 19.86 ± 0.74
% Total BrdU+ cells: 28.83 ± 2.16
% Total BrdU+ cells: 0.02
% Total BrdU+ cells: 18.08 ± 0.42
% Total BrdU+ cells: 9.05 ± 1.83
BrdU intensity
0.01
1.37 ± 0.31
7.16 ± 1.97
4.85 ± 0.99
0.33 ± 0.07
0.01
12.7 ± 1.24
13.22 ± 0.64
27.45 ± 1.85
8.72 ± 1.90
PI
Supplemental Figure S4: Effects of RS inducers on damage induction, ATR activation, and cell proliferation in lymphocyte cells GM07027. (A) Endogenous γH2AX expression in lymphocyte cell lines GM07027, 174xCEM, cervical cancer cell line HeLa, and human embryonic kidney cell line HEK293T to show that there is a higher level of spontaneous DNA damage in GM07027. (B) γH2AX expression in GM07027 treated with different concentrations of HU, APH, MMS for 24 hrs. (C) Expression of CHK1 and its phosphorylated form pS317 in GM07027 after 2 mM HU, 0.3 µM APH or 200 µM MMS treatment for 24 hrs. (D) Percent of apoptotic cells in cells treated with HU, APH, and MMS. After treatment with each drug, cells were stained with Annexin V-FITC and the population of apoptotic cells were measured with FACS. Percent of Annexin V-positive cells are indicated as mean ± SD in each graph. Results were from three independent experiments. (E) Cell cycle analysis of GM07027 cells after 2 mM HU, 0.3 µM APH, or 200 µM MMS treatment. Percent of G1, S, and G2/M phases are calculated as mean ± SD. Results were from three independent experiments. (F) BrdU incorporation analysis. Treated cells were incubated with BrdU 30 min prior to collection to label replicating cells and then stained with anti-BrdU antibody and PI, followed by flow cytometry analysis to detect the population of replicating cells (BrdU+). Untreated cells without BrdU labeling was the negative control. Percent of BrdU+ cells are indicated as mean ± SD in each graph. Results were from three independent experiments. % of all BrdU+ cells and % cells with BrdU intensity at the lower tertile (low BrdU+) are shown.

## Slide 5
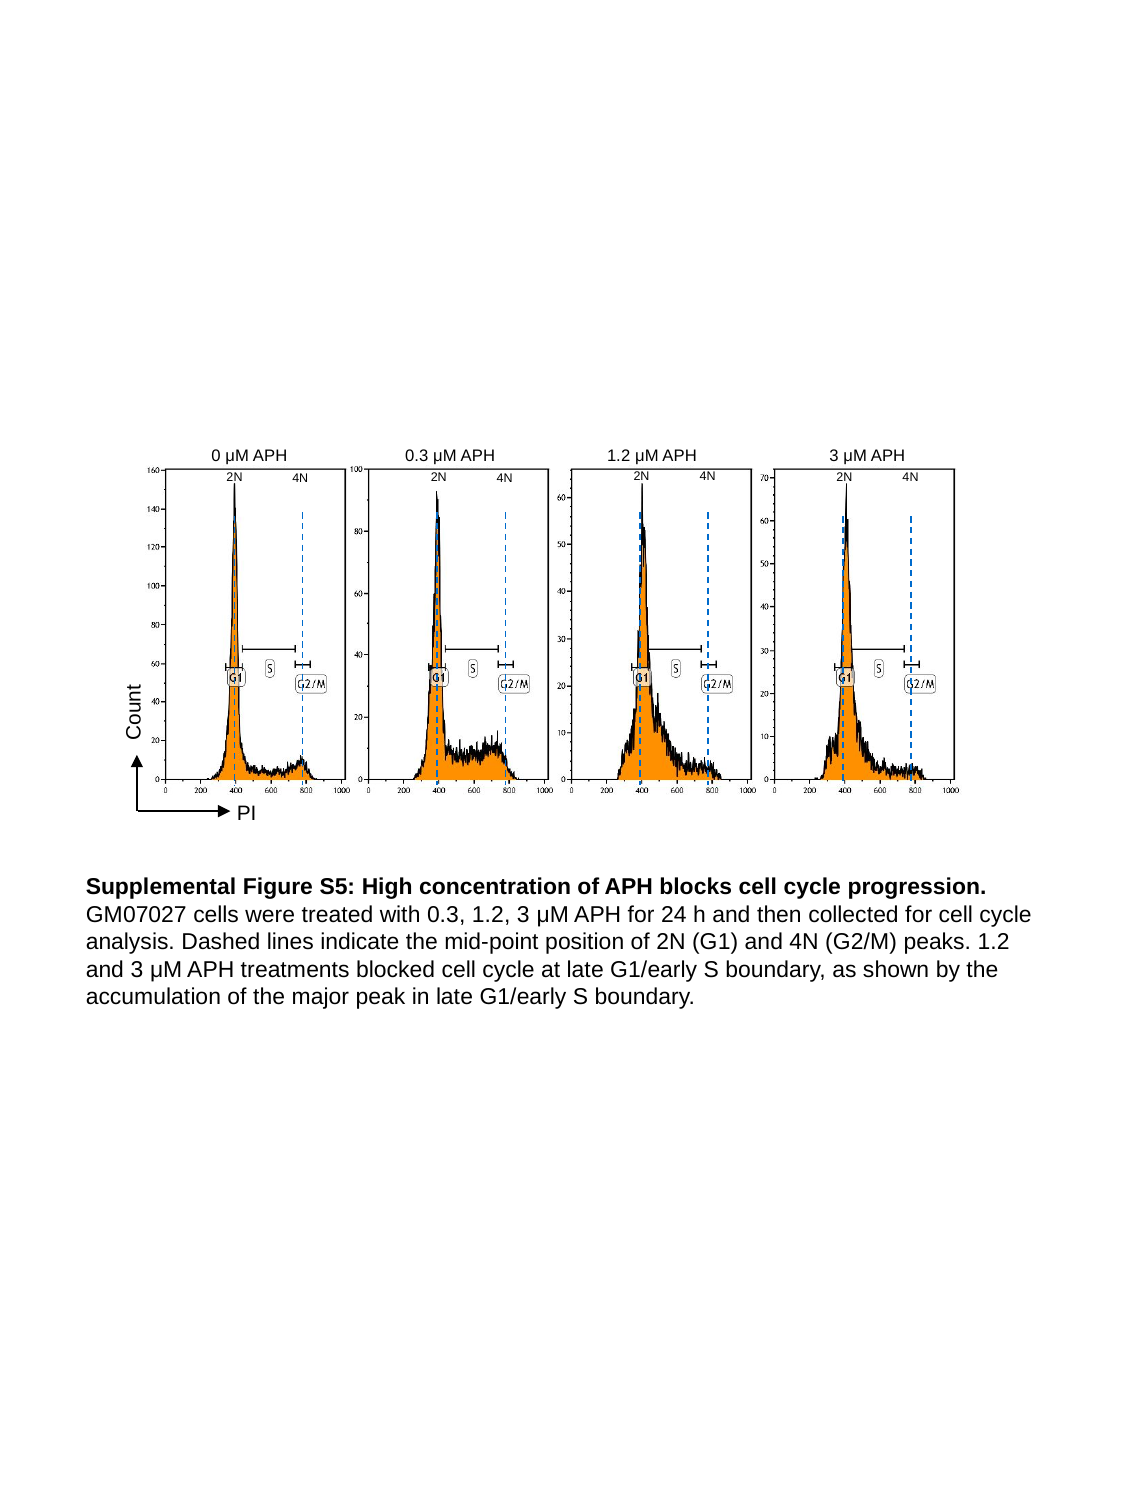

0 μM APH
0.3 μM APH
1.2 μM APH
3 μM APH
Count
PI
2N
4N
2N
2N
4N
2N
4N
4N
Supplemental Figure S5: High concentration of APH blocks cell cycle progression. GM07027 cells were treated with 0.3, 1.2, 3 μM APH for 24 h and then collected for cell cycle analysis. Dashed lines indicate the mid-point position of 2N (G1) and 4N (G2/M) peaks. 1.2 and 3 μM APH treatments blocked cell cycle at late G1/early S boundary, as shown by the accumulation of the major peak in late G1/early S boundary.

## Slide 6
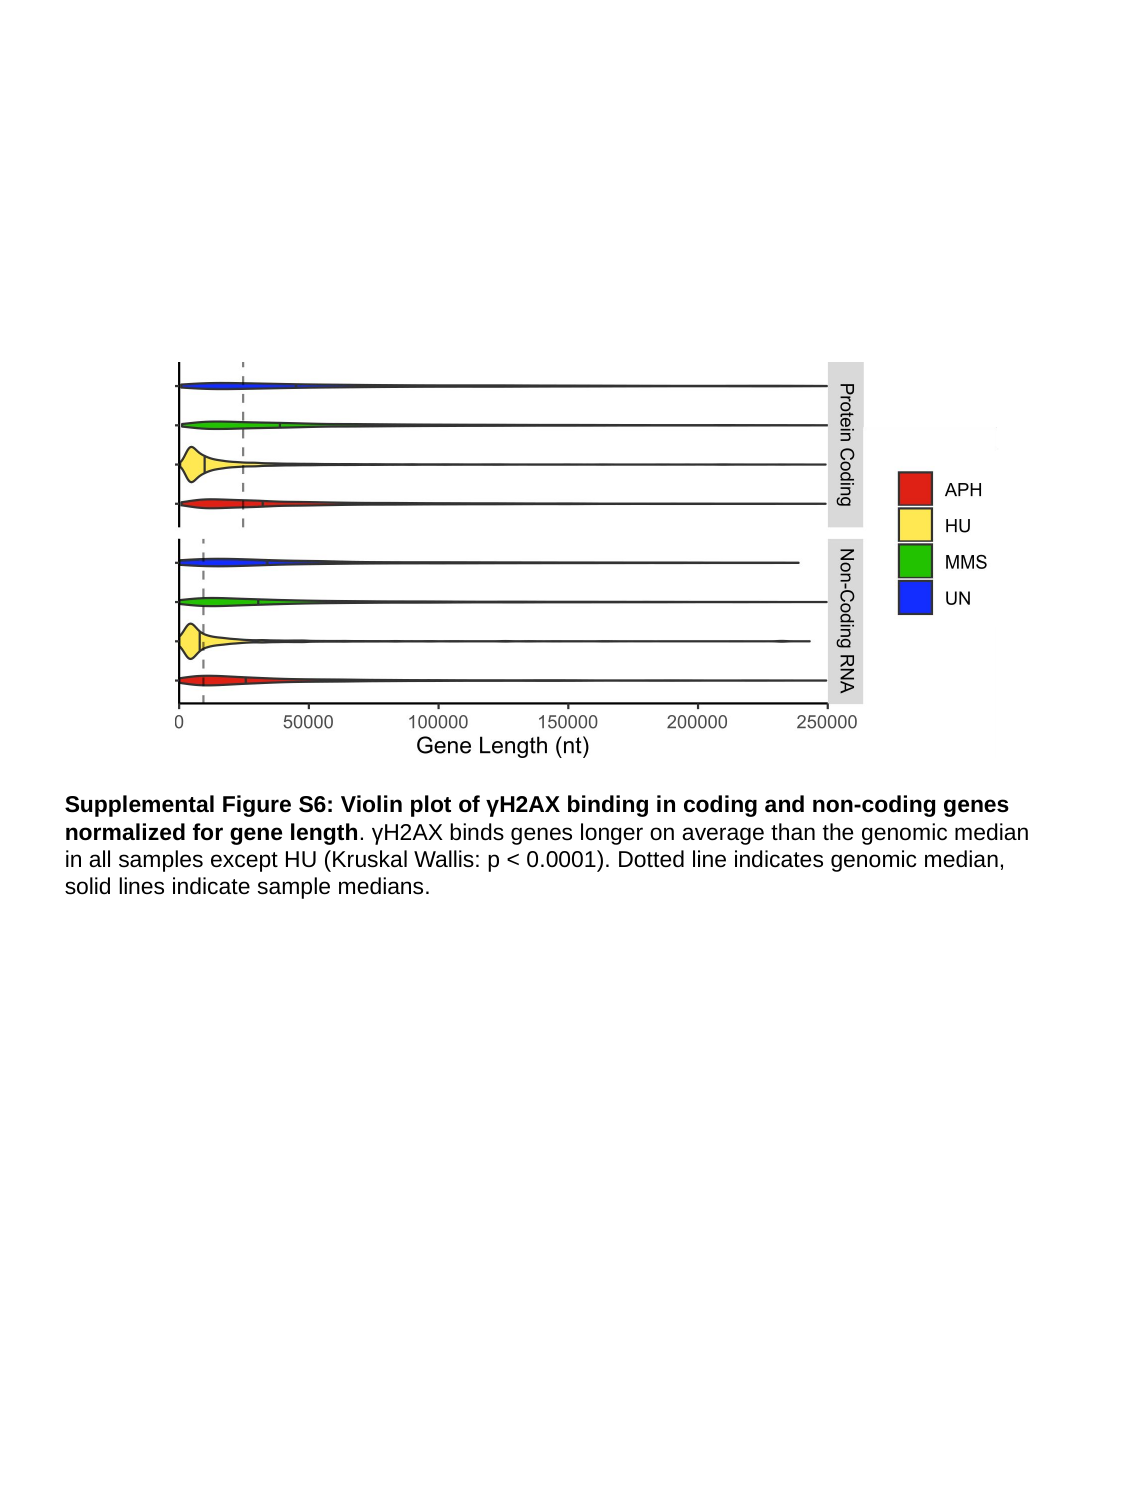

Supplemental Figure S6: Violin plot of γH2AX binding in coding and non-coding genes normalized for gene length. γH2AX binds genes longer on average than the genomic median in all samples except HU (Kruskal Wallis: p < 0.0001). Dotted line indicates genomic median, solid lines indicate sample medians.

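Of the protein-coding genes with at least 1 peak, 76.5% were longer than the median protein-coding gene in untreated cells, 74.1% under APH, 60.8% under HU and 77.0% under MMS, as means of 2 replicates. For non-coding genes the shares were 81.7%, 81.4%, 67.6% and 83.2% in the same order. A gene counted once here whatever its number of peaks, and lengths were not divided by the number of peaks.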

## Slide 7
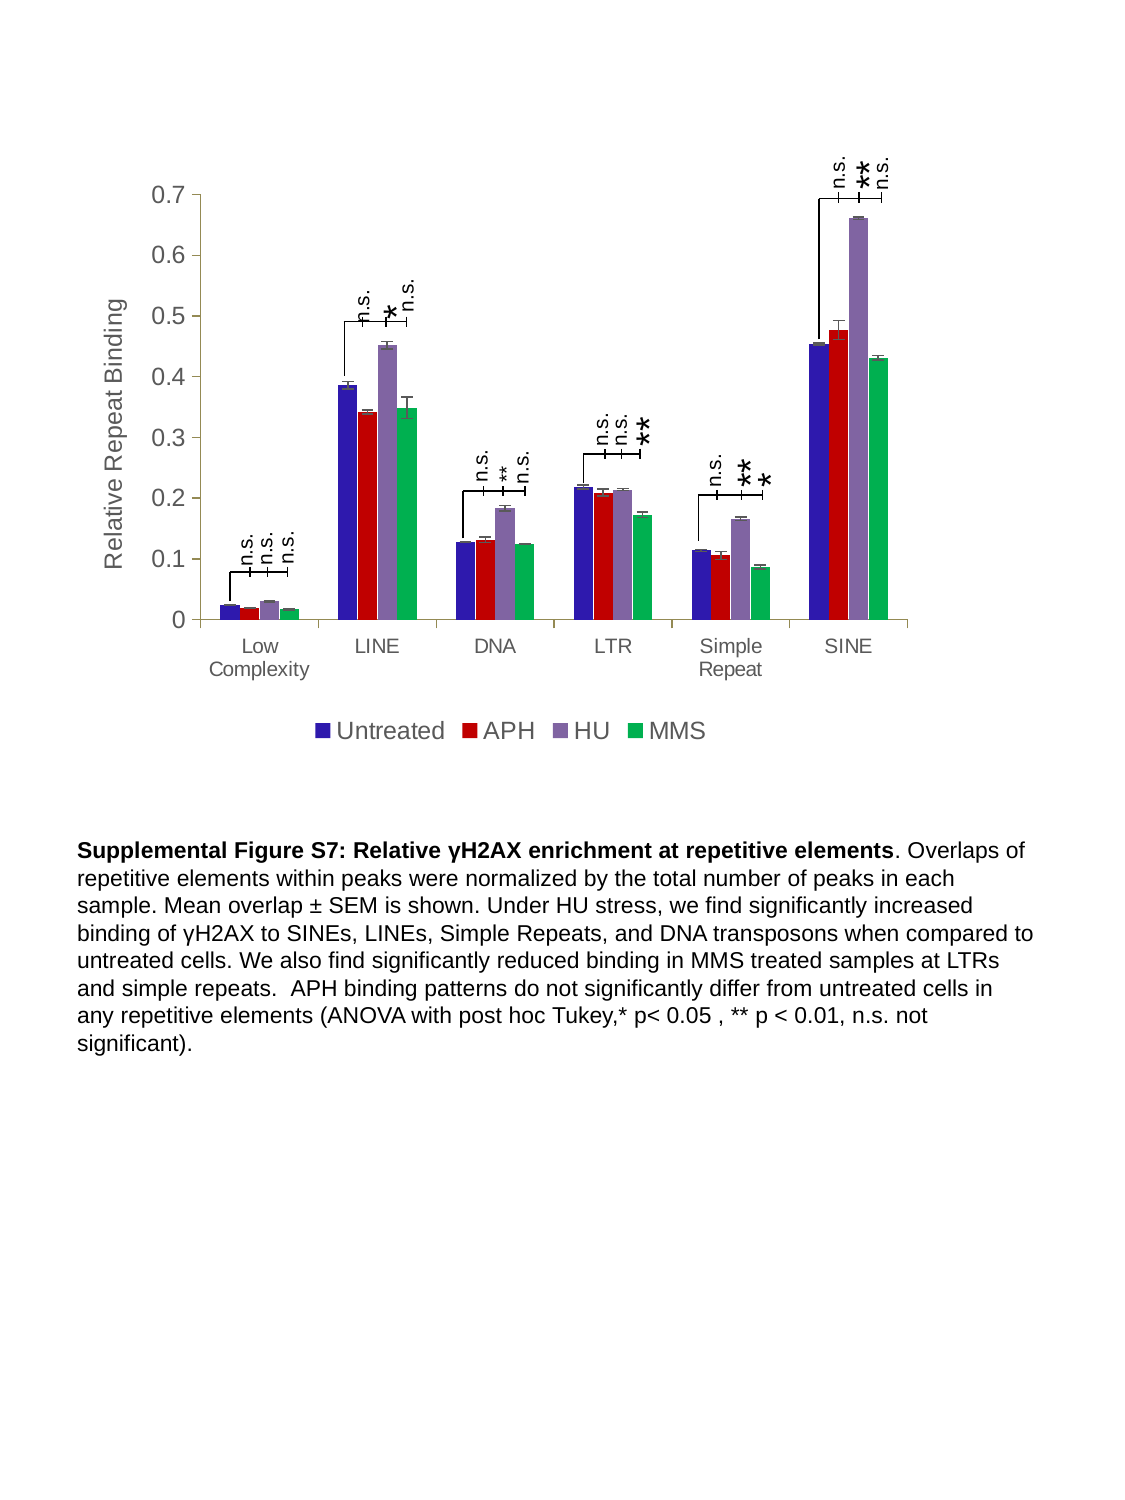

**
n.s.
n.s.
### Chart
| Category | Untreated | APH | HU | MMS |
|---|---|---|---|---|
| Low Complexity | 0.024085972452561805 | 0.018866424686104277 | 0.030025214306321303 | 0.016923260787143395 |
| LINE | 0.385764526537736 | 0.3419233275279881 | 0.4515876578155229 | 0.3488186142943418 |
| DNA | 0.12714284212574145 | 0.1314090094195266 | 0.1833809184314943 | 0.12489116572930575 |
| LTR | 0.21820503748529224 | 0.2091666348885158 | 0.21422200878063902 | 0.17258661409652945 |
| Simple Repeat | 0.11388176210177411 | 0.10558537405377538 | 0.16606887800523895 | 0.08677257121620144 |
| SINE | 0.4539726192175044 | 0.47703258282190625 | 0.6607725071964368 | 0.43129110788417185 |n.s.
*
n.s.
*
**
n.s.
**
n.s.
n.s.
n.s.
n.s.
**
n.s.
n.s.
n.s.
Supplemental Figure S7: Relative γH2AX enrichment at repetitive elements. Overlaps of repetitive elements within peaks were normalized by the total number of peaks in each sample. Mean overlap ± SEM is shown. Under HU stress, we find significantly increased binding of γH2AX to SINEs, LINEs, Simple Repeats, and DNA transposons when compared to untreated cells. We also find significantly reduced binding in MMS treated samples at LTRs and simple repeats.  APH binding patterns do not significantly differ from untreated cells in any repetitive elements (ANOVA with post hoc Tukey,* p< 0.05 , ** p < 0.01, n.s. not significant).

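The number of elements per peak rises with the width of the peaks as well as with their number near the elements. Per kb of peak, Alu elements numbered 0.516 ± 0.0179 in untreated cells (SD, n = 2), 0.553 ± 0.0245 under APH, 0.866 ± 0.00762 under HU and 0.545 ± 0.0338 under MMS. Per peak, Alu elements numbered 0.942 ± 0.0327 under HU and 0.315 ± 0.0202 under MMS. Simple repeats numbered 0.204 ± 0.0118 per peak under HU and 0.0556 ± 0.00740 under MMS. Low complexity regions numbered 0.00591 ± 0.000517 per peak in untreated cells, 0.00392 ± 0.0000131 under APH, 0.0109 ± 0.00138 under HU and 0.00263 ± 0.00128 under MMS.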

## Slide 8
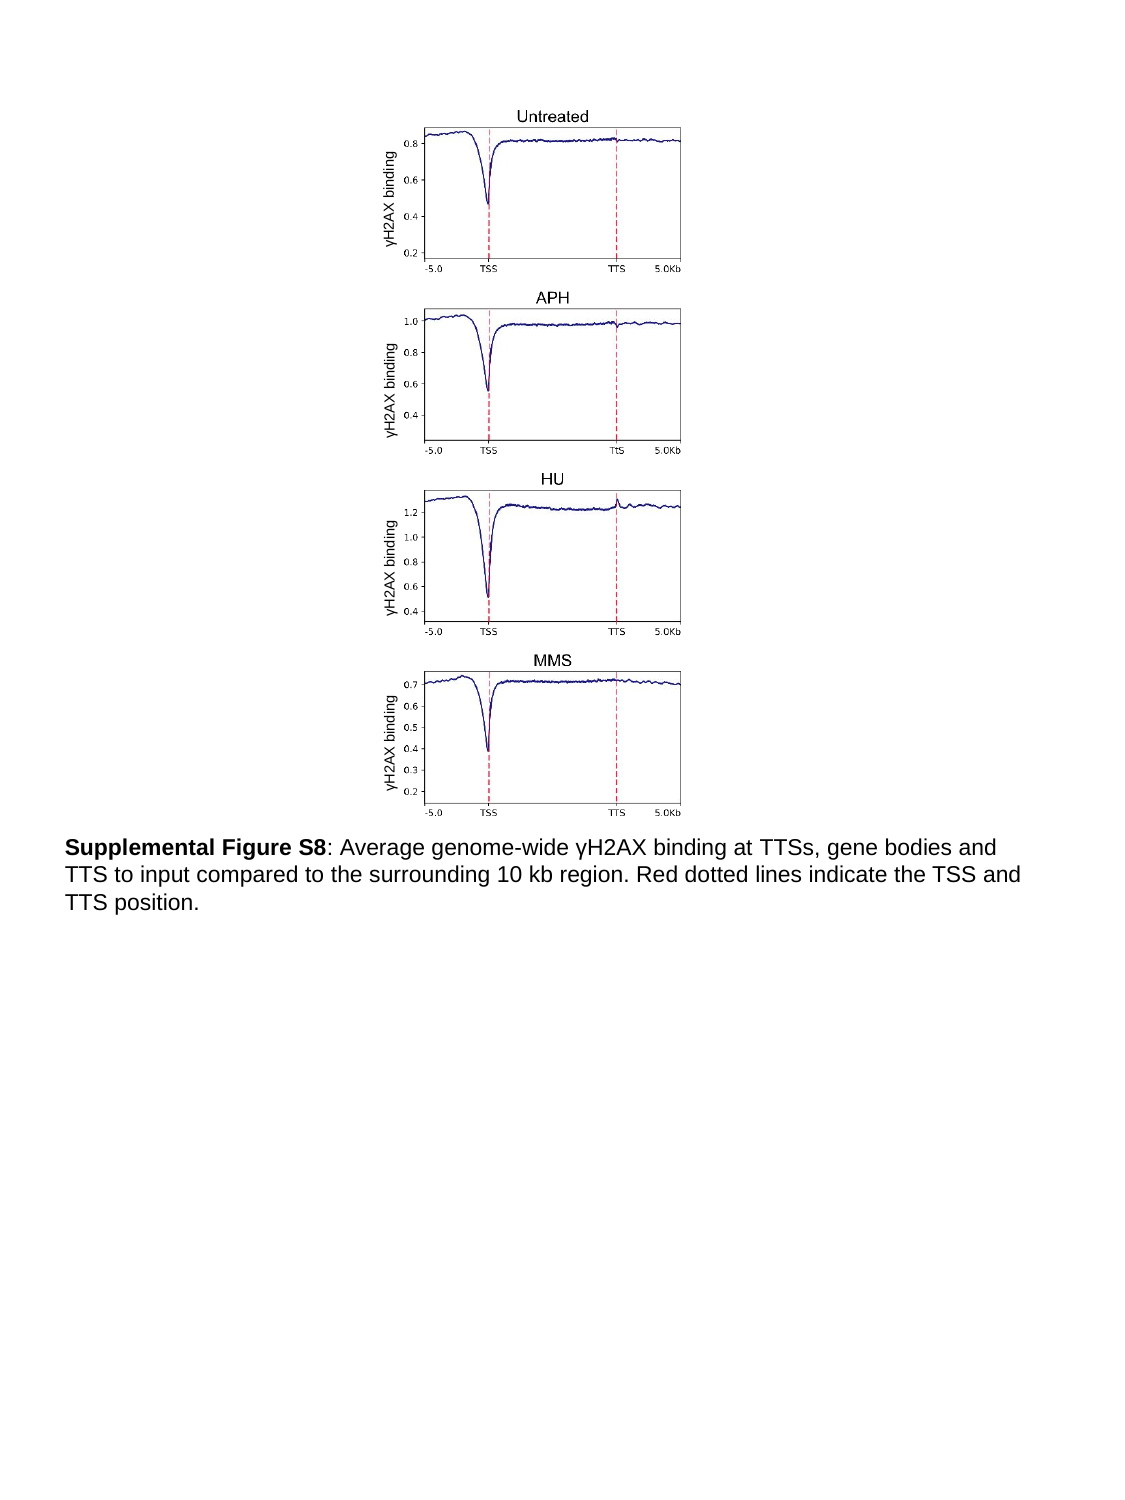

γH2AX binding
γH2AX binding
γH2AX binding
γH2AX binding
Supplemental Figure S8: Average genome-wide γH2AX binding at TTSs, gene bodies and TTS to input compared to the surrounding 10 kb region. Red dotted lines indicate the TSS and TTS position.

How the deposited data were processed for this re-analysis (not part of the article)

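γH2AX ChIP-seq peaks were analysed from 8 libraries of the B-lymphocyte line GM07027, 2 each of untreated cells and of cells treated for 24 h with APH, HU or MMS. The input library was not analysed here. The authors aligned the reads to GRCh38 with Bowtie2 at its default settings, removed reads of low mapping quality and PCR duplicates, and called broad peaks with MACS2 on each replicate alone against input. The deposited lists give for each peak its position, a score, the fold enrichment over background as a ratio, and the p-value and q-value as −log10, all as the authors' peak caller wrote them. These values were used to describe, rank or filter peaks within a list. The fold enrichment was also correlated by rank between the 2 replicates of a condition over their shared peaks, and averaged over them to order shared peaks. The score was not used. A p-value of a peak is not corrected for the number of positions tested, while its q-value is.

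A peak list holds neither read numbers nor regions below the threshold, so the depth behind each list is unknown, and a difference in peak number between lists holds the effects of depth, of the share of reads in peaks and of the treatment together. The spread between the 2 replicates of a condition is the only measure of precision. Replicates were taken from the sample labels. The lists of different replicates held different peaks, and no 2 lists were copies of each other.

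Peaks on chromosomes 1 to 22 and X were used. The chromosome lengths of the reference and the ends of the G-bands in Table S1 were compared before coordinates were used, and no G-band ended beyond its chromosome. Each list was placed at random 1000 times over the 2976 Mb of assembled bases of these chromosomes, with the width of each peak kept. Blacklisted regions, which the authors removed, and sequence where reads map poorly were not left out of any placement. Clustering, overlap above random and depletion at repeats may partly come from this, which was not tested. The relative enrichment at a feature is the observed number of overlapping peaks (at least 1 bp) divided by the mean of the placements, minus 1, and its two-sided p is the share of placements at least as far from their mean, with 0.001 as the smallest value after rounding. The clustering of peaks was measured by the variance-to-mean ratio of peaks per 1 Mb bin, for which a circular shift is not informative because it keeps the spacing. Differences between conditions were tested with exact permutation tests of the replicate values, for which the smallest p is 0.333 with 2 against 2 and 0.0357 with 6 against 2.

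Repeats and CGIs were computed from the reference sequence, and the RepeatMasker and UCSC tracks that the study used were not used here. Alu elements were found with BLAST. The 7SL RNA sequence, from which Alu elements derive, found few copies, so 200 matches of 300 bp were drawn from it, the one most similar to the others was taken as the query of a second search (E-value at most 1e-05), and matches of at least 100 bp were kept. This second search was added before any peak was compared with the elements. Simple repeats were perfect tandem repeats of units up to 6 bp over at least 20 bp, and low complexity regions followed the definition in the study. CGIs were windows of at least 200 bp with at least 50% GC and an observed to expected CpG ratio over 0.6. A limit on masked bases had been set for them beforehand, and because the reference sequence carries no masking, windows that lie over 50% in Alu elements were excluded in its place. Gene lengths came from the RefSeq annotation and TSSs and TTSs from GENCODE release 44. Histone marks, LINEs, LTRs and DNA transposons were not analysed here.

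Overlap between lists was the share of peaks of the first list that overlap the second by at least 1 bp, averaged over the 4 pairs of replicates. The sites named were fixed by rule before the data were examined. The first rule took all peaks in the browser windows of the study, which were counted, while only some are located in the text. For each condition, the others took the 2 peaks with the highest mean fold enrichment found in both replicates. They also took the gene with the most peaks. Among CFS bands with at least 5 expected peaks, they took the 2 highest and the 1 lowest ratio of observed to expected peaks.

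The alternatives set before the data were examined were a circular shift of each list, placement within each chromosome, placement at positions of the same GC content (500 bp windows in bins of 2%), the stronger 50% of peaks, a fold enrichment of at least 3, merged lists, peaks found in both replicates, equal numbers of peaks (4327 in each list), other rules for overlap, other bins, windows and definitions, pairing by replicate number, and leaving out each replicate. A q-value of at most 0.05, gene bodies, and placement within each chromosome for the difference at CFSs between treated and untreated cells were added after the data were seen. The q-value filter was used for enrichments only where a list kept at least 1000 peaks, which was the case under HU alone.

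The calculations were tested on simulated lists of 5000 peaks. In 480 tests of 40 randomly placed lists on 12 measures, 27 had p of at most 0.05 (5.63%). Each simulated list was compared with 200 placements. Its peaks were placed independently, so this share does not apply to clustered lists such as the observed ones. A planted enrichment of 0.2 at CFSs came out as 0.199 ± 0.0301 and one of 0.5 at Alu elements as 0.502 ± 0.0275 (SD over 10 lists). In lists drawn by GC content alone, the relative enrichment against random placement was 0.491 at Alu elements, 0.555 at CGIs and 0.0656 at CFSs, and against GC-matched placement it was 0.00481, −0.0104 and −0.00522. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and BLAST 2.17.0, were used.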

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

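The test of GC content at chromosome ends was chosen after the result was seen, and the other tests here were set before it.

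Peaks of untreated cells gathered near the ends of chromosomes, a property of the lists that the paper does not report. Within 5 Mb of an end lay 30.4% and 30.5% of the untreated peaks, 30.5% on average, where random placement gave 7.73% and 7.74%. The shares were 18.1% and 18.3% under APH, 14.6% and 13.2% under MMS, and 7.84% and 8.16% under HU. Relative to random placement, all 6 treated lists lay below both untreated lists (exact permutation test, two-sided, p = 0.0357, the smallest possible). The high GC content of chromosome ends does not account for the whole pattern, because the untreated share was still 3.04 and 3.37 times that of positions with the same GC content. The first 5 Mb of chromosome 9 alone held 287 and 286 untreated peaks, 246 and 319 under APH, 157 and 144 under HU, and 166 and 199 under MMS. Near all ends together the lists held 1455 and 1320 untreated peaks, 3192 and 2567 under APH, 6270 and 5711 under HU, and 1786 and 1380 under MMS, with MMS replicate 2 between the 2 untreated lists and the other treated lists above both, so that the lower shares do not come from fewer peaks near the ends as a whole. Mapping and coverage near the ends, and the input in these regions, were not analysed here, so a technical origin stays open, and no biological explanation beyond the difference between conditions was tested.

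At simple repeats, HU moved in the direction opposite to the other conditions. The relative enrichment was 0.124 under HU (0.130 and 0.118 in the replicates), while the 6 other lists lay below 0, with means of −0.329 in untreated cells, −0.296 under APH and −0.399 under MMS. The difference between HU and the other conditions was not tested beyond the exact comparison of 2 against 2 replicates. Against positions of the same GC content the value under HU was −0.0306, and those of the others were −0.438, −0.426 and −0.501. The sign under HU is thus in line with an effect of GC content, but HU stayed above the others by more than the spread between replicates, which GC content as measured here leaves unexplained. Simple repeats in or beside Alu elements were not left out of this class, and Alu elements had a relative enrichment of 0.712 in HU peaks. The value at simple repeats under HU may therefore hold part of the excess at Alu elements, which was not tested. Depth, which may set which peaks reach the threshold, is unknown and stays open beside the treatment itself.

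Against positions of the same GC content, Alu elements were enriched in HU peaks alone. The relative enrichment was 0.336 under HU (0.339 and 0.333 in the replicates), and −0.247, −0.216 and −0.214 in untreated cells, under APH and under MMS, with all 6 of these lists below 0. This difference was not tested beyond the exact comparison of 2 against 2. Against random placement the value under HU was 0.712, so GC content took away part of that excess, and what it left is the pattern weighed here. The wider peaks under HU would lose the excess when every peak is reduced to its central 500 bp, and the relative enrichment was then 0.856 against random and 0.314 against GC-matched placement. Reads of young Alu copies placed at the wrong copy would raise young elements most, and elements with under 80% identity to the query had 0.969 against 0.420 for those with at least 90%. Under GC-matched placement these were 0.585 and 0.0263. These tests argue against wider peaks and misplaced reads of young copies as the whole cause. For peak midpoints the value was 0.827 against random and 0.0845 against GC-matched placement, so that GC matching took away more of the excess there. The 500 bp used to match GC content include the Alu element itself, so that this placement may take away part of a true enrichment in every condition. The unknown depth of the libraries stays open, and an effect of HU on Alu-rich regions is a hypothesis that these data cannot separate from it.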

How the results depend on the processing

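The q-value filter, gene bodies and placement within each chromosome for the difference at CFSs were chosen after the results were seen. Of 362 recalculated values, leaving single replicates out aside, 315 kept their direction and their side of the threshold, 14 were weaker, 4 stronger and 29 reversed. All alternatives kept the nonrandom distribution (relative excess 1.13 to 41.4), the gene lengths relative to random placement (−0.686 to −0.321 for protein-coding genes and −0.736 to −0.382 for non-coding genes), the depletion at low complexity regions (−0.821 to −0.409) and the enrichment at TTSs (0.501 to 2.04) and gene bodies (0.111 to 0.571). The shares of overlap between replicates and between treatments stayed above random placement in every alternative in which this was tested. For the changes below, the cause was not tested unless it is named.

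Peak number depended on the filter. A fold enrichment of at least 3 left 216.5, 736.5, 10443.5 and 591 peaks in untreated cells, under APH, under HU and under MMS, the stronger 50% of peaks held 2284.5, 7924, 37481.5 and 5676, merged lists held 8198, 29673, 111132 and 21926, and 764, 1838, 34580 and 730 peaks of replicate 1 were found in replicate 2. With a q-value of at most 0.05 there were 36, 144.5, 52447 and 24, although the p-value behind this q-value differs between lists. The ratio of MMS to untreated cells reversed to 0.667 with the q-value and to 0.955 for peaks found in both replicates. When 1 replicate was left out, it lay between 2.41 and 2.55, that of APH between 3.23 and 3.69 and that of HU between 16.1 and 16.7.

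GC-matched placement, by its construction, takes away what GC content gives. It reversed the values at CFSs in untreated cells (−0.00533), at Alu elements in untreated cells (−0.247), APH (−0.216) and MMS (−0.214), at CGIs in untreated cells (−0.145), APH (−0.247), HU (−0.236) and MMS (−0.277), at simple repeats under HU (−0.0306) and at TSSs under HU (−0.0578). Circular shift brought the gene lengths nearer to 0 without reversing them, as from −0.602 to −0.382 for non-coding genes under HU. The shifted lists varied more than random placement, so that the values at CFSs in untreated cells (0.0678), APH (0.165), HU (0.145) and MMS (0.143), at Alu elements in untreated cells (0.0802) and MMS (0.104) and at CGIs in untreated cells (0.345) lost significance. Placement within each chromosome reversed Alu elements in untreated cells (−0.0193), CGIs under HU (−0.120) and MMS (−0.0977) and TSSs under HU (−0.167), and weakened Alu elements under MMS (0.0199) and CGIs in untreated cells (0.121). For the difference at CFSs it gave −0.0165 for HU in place of 0.0708, and over all treatments 0.0139 (exact p = 0.679), while equal numbers of peaks gave 0.0823 (exact p = 0.0714).

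The stronger 50% of peaks reversed CFSs in untreated cells (−0.0141), weakened Alu elements in untreated cells (0.0756) and MMS (0.0779), and strengthened CGIs (0.158) and TSSs (0.172) under HU. The q-value filter strengthened CGIs under HU (0.110). Covered bases in place of peaks gave −0.169 at CFSs in untreated cells and a weaker 0.0707 under APH. Peak midpoints reversed Alu elements in untreated cells (−0.127), APH (−0.0455) and MMS (−0.119). CGIs from 500 bp windows gave −0.350, −0.519, −0.525 and −0.627 in untreated cells, APH, HU and MMS. Windows of 2 kb to each side of TSSs, which reach into the flanks, gave 1.54, 1.12, 1.76 and 1.27.

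Leaving out 1 replicate moved the share of untreated peaks found in HU between 33.1% and 39.4%, of APH peaks in HU between 23.5% and 28.6%, of MMS peaks in HU between 23.4% and 26.5%, of MMS peaks in untreated cells between 4.46% and 5.24%, and of MMS peaks in APH between 7.80% and 10.3%. At CGIs the direction depended on the replicate, with −0.00369 under HU without replicate 2 and −0.122 under MMS without replicate 1, and at TSSs likewise under HU, with −0.0294 without replicate 2. Without replicate 1 the values under HU were 0.0699 at CGIs and 0.0698 at TSSs, and without replicate 2 that at CGIs under MMS was 0.206. Other values kept their direction but rested on 1 replicate for their size: at Alu elements 0.0509 without replicate 2 and 0.107 without replicate 1 in untreated cells, and 0.0606 and 0.148 under MMS, and at TSSs in untreated cells −0.0294 without replicate 2 and −0.113 without replicate 1.

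Replicate numbers were not found to pair the samples. The deviations of replicates with the same number, over 1 Mb bins, had correlations between conditions of −0.0887 to 0.119. With the replicate number as a block, the ratios of peak numbers were 3.46 for APH, 16.4 for HU and 2.48 for MMS, and the differences at CFSs were 0.0996, 0.0708 and 0.0752 (exact p = 0.5, the smallest that 2 blocks can give). The block changed no call.

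The depth of the libraries is unknown, which limits all comparisons of peak number and of overlap between conditions. With 2 replicates per condition, no exact comparison of 1 treatment with untreated cells can pass 0.05.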

Differences from the paper's values

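Gene bodies were added after the results were seen, and the alternatives named here were set before the data were examined. Values read from figures are approximate, and the definitions of repeats and CGIs here differ from the tracks that the study used.

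At CFSs, the relative enrichment in untreated cells was 0.0673, against the paper's value of about 0.09 in Fig. 2b, read by eye. Placement within each chromosome (0.0997) and leaving out replicate 2 (0.0768) brought it within the spread, and the other alternatives did not. Under HU it was 0.138 against the paper's about 0.18 in Fig. 2b, read by eye, and no alternative closed the gap. Under MMS it was 0.142 against the paper's about 0.17 in Fig. 2b, read by eye, and leaving out replicate 2 closed the gap (0.155), while the others did not.

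At simple repeats, the paper shows depletion of about −0.21 in untreated cells, about −0.23 under APH, about −0.14 under HU and about −0.29 under MMS in Fig. 3, read by eye. The values here were −0.329, −0.296, 0.124 and −0.399. Leaving out replicate 2 closed the gap for APH (−0.262) and leaving out replicate 1 that for MMS (−0.351), and none of the alternatives closed it for untreated cells or HU. Under HU the direction differed, and GC-matched placement gave −0.0306. Simple repeats in or beside Alu elements were counted here too, and their part in the difference was not tested.

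At low complexity regions, the paper shows about −0.09 in untreated cells, about −0.20 under APH, about −0.15 under HU and about −0.17 under MMS in Fig. 3, read by eye, and the values here were −0.711, −0.771, −0.560 and −0.821. None of the alternatives closed these gaps. In Figure S7 the paper's numbers of low complexity regions per peak are 0.0241, 0.0189, 0.0300 and 0.0169, against 0.00591, 0.00392, 0.0109 and 0.00263 here. The paper's numbers of simple repeats per peak in that figure are 0.114, 0.106, 0.166 and 0.0868 in untreated cells, APH, HU and MMS, and those here were 0.0942, 0.0789, 0.204 and 0.0556, lower in 3 conditions and higher under HU. The gap exceeded 1.5 times under MMS alone. No alternative was set for these numbers per peak.

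At CGIs, the paper shows about −0.62 in untreated cells, about −0.74 under APH, about −0.84 under HU and about −0.88 under MMS in Fig. 5a, read by eye. The values here were 0.344, 0.292, 0.0331 and 0.0420. None of the alternatives closed the gaps. Under CGIs from 500 bp windows all 4 conditions were below 0 as in the paper, at −0.350, −0.519, −0.525 and −0.627.

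The paper states that neither depletion nor enrichment was seen at TTSs or gene bodies. Relative to random placement over the genome, TTSs were enriched by 1.19, 0.999, 1.76 and 1.27 in untreated cells, APH, HU and MMS, and gene bodies by 0.212, 0.303, 0.333 and 0.537. Relative to the flanks 2 to 5 kb away, which is closer to the comparison in Fig. 5c, TTSs had ratios of 1.03, 0.953, 1.01 and 1.05. The legend of Figure S6 excepts HU from the binding at genes longer than the median, and here the median length under HU was 33.7 kb against 24.2 kb for all protein-coding genes. That figure normalizes for gene length, which was not done here.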

Other observations

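The tests of an exchange of replicates and of GC content at CFSs were chosen after the results were seen, and the other tests here were set before.

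Outside HU, replicates of one condition shared few peaks. The share of MMS peaks found in APH (8.97%) was higher than the share found in the other MMS replicate (6.47%). Relative to random placement, both APH (27.1) and MMS (23.3) overlapped untreated peaks more often than their own replicates (16.2 and 14.8). In plain shares, fewer APH peaks lay in untreated peaks (6.21%) than in the other APH replicate (11.9%), and likewise for MMS (4.89% against 6.47%). With equal numbers of peaks, both treatments again overlapped untreated peaks more often. A shift of peak borders was expected to raise or keep the ratio to random overlap when peaks within 1 kb count as shared. The ratio fell to at most 0.593 of its value. Random overlap also grows with this distance, so the ratio can fall even where shifted borders add shared peaks. The share rose from 17.7% to 21.6% in untreated cells, from 11.9% to 17.1% under APH and from 6.47% to 9.83% under MMS. Shifts within 1 kb thus left most peaks unshared. An exchange of an APH with an MMS replicate would put the overlap between these treatments above that within them. Relative to random placement the overlap was at most 13.7 between them and at least 14.8 within them. With equal numbers of peaks, the shares between them (5.10% and 6.39%) lay below that within APH (12.3%). They lay above that within MMS (4.83%), so on this measure the MMS lists do not decide against an exchange. Peaks near the calling threshold, passed by chance in each replicate, may contribute. The strongest 10% of peaks were found in the other replicate 4.16 to 11.2 times as often as the weakest 10% in untreated cells and under APH, but 1.95 and 4.93 times under MMS, so the test does not decide for MMS replicate 1. The small share of peaks with a q-value of at most 0.05 outside HU (0.196% to 1.33%) points the same way without being a test of it. A small overlap of peaks between 2 conditions is thus, outside HU, also what 2 replicates of 1 condition give here. The HU replicates shared 47.1%, while 5.53% of HU peaks were found in APH and 3.78% in MMS. With equal numbers of peaks these shares were 8.50%, 2.79% and 2.42%.

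Chromosome X held almost no peaks. The lists held 0 peaks there in untreated cells and under APH, 52 and 53 under HU, and 2 and 1 under MMS, where the length of the chromosome would give 262 and 238, 970 and 769, 4386 and 3839, and 670 and 575. A filter that removed the chromosome would leave none, but 47 peaks of HU replicate 1 lay outside its first and last 3 Mb. Fewer reads per base on chromosome X, against a background set over the whole genome, may be the cause. The test set beforehand, in which X peaks need 2 times the lowest fold enrichment of the list, came out against it: the observed number was 0.0191 of the 2726 expected in HU replicate 1. It assumes that the lowest fold enrichment in a list is the threshold of calling everywhere, which the lists cannot show, so fewer reads per base cannot be told apart from other causes without read numbers. CFS bands on chromosome X are affected alike.

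The enrichment of peaks at CFSs was weighed against the uneven distribution of peaks. Chromosomes with few peaks such as X do not account for it, since placement within each chromosome left at least 0.0831 in each condition. Clustering of peaks in megabase regions makes chance overlap vary more than random placement allows. When the lists were shifted with their spacing kept, 7 of the 8 had p above 0.05, which is consistent with clustering as the reason for the small p-values. GC content fits the enrichment in untreated cells, which was −0.00533 against positions of the same GC content, but not all of that in treated cells, where the lowest of the 6 lists kept 0.0546. In FRA3B the 2 lists under APH held 230 and 90 peaks.

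Genes with peaks were longer than the median gene, and a longer gene is hit more often by chance. Random placement of the same peaks gave longer genes still, with a relative median length of −0.417 for the list nearest to random placement. The data thus hold no excess of long genes over random placement in any of the 8 lists. Genes with peaks were shorter than those hit at random also when the spacing of peaks was kept by circular shift (−0.460 in untreated cells, −0.371 under APH, −0.321 under HU and −0.379 under MMS), so clustering of peaks is not the whole reason. GC-matched placement (−0.455, −0.357, −0.380 and −0.393 in the same order) and placement within each chromosome (−0.462, −0.404, −0.354 and −0.401) also left it, so neither GC content nor the uneven spread over chromosomes is the whole reason.

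The depletion at CGIs, which was seen with the 500 bp definition, was tested against the GC content of the peaks. Against positions of the same GC content the mean of each condition was at least as deep, with −0.476 as the value nearest 0, and 1 list, MMS replicate 2, was less deep (−0.695 in place of −0.728). GC content is therefore unlikely to be the source of the depletion. With the 200 bp definition the direction depended on the placement: the means were above 0 against random placement (with −0.122 in MMS replicate 2 and −0.00369 in HU replicate 1), and −0.145, −0.247, −0.236 and −0.277 against positions of the same GC content.

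Old and young Alu elements went apart outside HU. Elements with at least 90% identity to the query had relative enrichments of −0.356 in untreated cells, −0.294 under APH and −0.431 under MMS, and those with under 80% had 0.323, 0.307 and 0.332. Both groups were positive under HU. With GC-matched placement the young elements stayed below 0 (−0.592, −0.581 and −0.634), and the old ones were near 0 (0.0156, −0.0174 and 0.0178), so the excess of old elements outside HU goes with GC content. The removal of reads of low mapping quality, which takes more from young copies, was not tested as a reason for this.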
